# Hypoxia-inducible factor-1α promotes cell survival during ammonia stress response in ovarian cancer stem-like cells

**DOI:** 10.18632/oncotarget.23010

**Published:** 2017-12-07

**Authors:** Shojiro Kitajima, Kian Leong Lee, Hiroki Hikasa, Wendi Sun, Ruby Yun-Ju Huang, Henry Yang, Shinji Matsunaga, Takehiro Yamaguchi, Marito Araki, Hiroyuki Kato, Lorenz Poellinger

**Keywords:** hypoxia-inducible factors, ammonia, glutamine synthetase, energy metabolism, cancer stem cells

## Abstract

Ammonia is a toxic by-product of metabolism that causes cellular stresses. Although a number of proteins are involved in adaptive stress response, specific factors that counteract ammonia-induced cellular stress and regulate cell metabolism to survive against its toxicity have yet to be identified. We demonstrated that the hypoxia-inducible factor-1α (HIF-1α) is stabilized and activated by ammonia stress. HIF-1α activated by ammonium chloride compromises ammonia-induced apoptosis. Furthermore, we identified glutamine synthetase (GS) as a key driver of cancer cell proliferation under ammonia stress and glutamine-dependent metabolism in ovarian cancer stem-like cells expressing CD90. Interestingly, activated HIF-1α counteracts glutamine synthetase function in glutamine metabolism by facilitating glycolysis and elevating glucose dependency. Our studies reveal the hitherto unknown functions of HIF-1α in a biphasic ammonia stress management in the cancer stem-like cells where GS facilitates cell proliferation and HIF-1α contributes to the metabolic remodeling in energy fuel usage resulting in attenuated proliferation but conversely promoting cell survival.

## INTRODUCTION

Ammonia is a toxic by-product of mammalian metabolism that is liberated from amino acids mainly through glutaminolysis (a series of catabolic reactions of glutamine) [1, 2]. Although it has been demonstrated that cancer cells rely more on glutamine for their rapid and continuous proliferation compared to intact cells [3–5], it remains unclear what are the signal transduction pathways activated by ammonia, which can be essential for sensing overabundance of the by-product, adaptation towards cellular stresses and subsequent tumor growth. Toxic effects of ammonia are known, by a number of articles, to inhibit cell growth [6, 7] or induce cell death [8–10]. Interestingly, in those studies, the severity of the effects caused by ammonia is widely variable, suggesting unknown mechanisms with key roles in stress response under conditions of high ammonia, and thus in glutamine-dependent cancer progression.

The present study was designed to demonstrate an involvement of the hypoxia-inducible factors (HIFs) in stress response pathways against ammonia. HIFs were identified as oxygen-regulated transcriptional activators [11, 12]. Under normal oxygen conditions (normoxia), HIF proteins are hydroxylated by a family of O_2_-dependent prolyl hydroxylase domain-containing enzymes (PHD) and constitutively degraded by the ubiquitin-proteasome system [13–16]. PHD activity is inhibited under conditions of low oxygen (hypoxia) as well as by cobalt chloride (CoCl_2_) or iron-chelators. Therefore, the PHD-HIF axis is the core signaling machinery that mediates cellular responses towards hypoxia via transcriptional regulation. It is known that HIFs are also activated under normoxia by reactive oxygen species (ROS) [17], nitric oxide (NO) [18, 19] or mutations of a mitochondrial enzyme [20]. These findings have revealed additional HIF functions for diverse metabolic stress responses. However, the understanding of the role of HIFs in stress response remains limited.

Here, we identify that HIF-1α is activated in response to high ammonia. This compromises cell growth by modifying cellular energy metabolism that leads to promoted survival against ammonia-induced cell death. We also found that HIF-1α activation levels are elevated by the depletion of glutamine synthetase (GS) that integrates regulations of energy metabolism and cellular stress response. For ammonia disposal in peripheral tissue, GS is a key limiting enzyme that catalyzes the condensation of ammonia and glutamate to glutamine. Importantly, recent studies implicated GS in tumor-promoting enzymes that enhance nucleotide biosynthesis [21, 22]. In the present study, we examined the detailed roles of HIF-1α and GS in mechanisms of the ammonia-derived cellular stress response.

## RESULTS

### Stress tolerance to ammonia is important for cancer stem-like cells

Although a number of studies have reported that ammonia has inhibitory effects on cell proliferation [6, 7, 9], the regulatory mechanisms of cellular response and their implications in tumor growth have not been widely studied. We first analyzed the cellular growth data of a previous study [6] and found an inverse relationship between the ammonia levels in culture media and the 50% growth inhibition (GI_50_) of NH_4_Cl (*r* = −0.61, Supplementary Figure 1A). To independently validate these findings, we tested the tolerance of 15 ovarian cancer (OVC) cell lines with ammonia gradients to determine their NH_4_Cl GI_50_. We consistently found a strong and significant correlation between the GI_50_ of NH_4_Cl and the colony forming capacity of the OVC cells in soft agar that represented anchorage-independent growth advantage (Figure 1A and Supplementary Table 1). These findings raised the question as to what mechanisms underlie and what defines the tolerance to ammonia and moreover the continued cell proliferation. To figure out the detailed mechanisms by which cancer cells respond to ammonia, we established a cell-based platform. We isolated a CD90-positive (CD90^+^) cell subpopulation from PEO1 ovarian cancer cell line [23, 24] (Supplementary Figure 1B), which had cancer stem-like properties including a high capacity of stress tolerance. CD90^+^ PEO1 cells generated the greater number of colonies in soft agar and had the increased rates of tumor incidence in serial dilution xenograft assays compared to CD90^−^ cells (Figure 1B, Supplementary Figure 1C). Consistently, CD90^+^ cells also showed dramatically better tumor growth upon intraperitoneal (i.p.) injection than CD90^−^ cells (Figure 1C). These data demonstrate that CD90^+^ PEO1 cells have high tumorigenicity, which can be relevant for CSCs, although the value of CD90 antigen as a CSC marker remains controversial. Importantly, the GI_50_ of NH_4_Cl of CD90^+^ PEO1 cells was significantly higher than that of CD90^−^ cells (Figure 1C), suggesting a link between the tolerance to ammonia and tumor growth. In addition, while the rates of ammonia-induced apoptosis were clearly increased in CD90^−^ cells, no significant change was seen in CD90^+^ cells upon 10 mM NH_4_Cl treatment up to 3 days (Figure 1E). These findings collectively suggest that tolerating cellular stresses posed by ammonia is an important property for tumorigenesis and subsequent tumor growth and that CD90^+^ PEO1 cells have CSC-like properties and are tolerant to ammonia stress. Hence, the CD90^+^/CD90^−^ PEO1 system has been demonstrated to be suitable for following studies.

**Figure 1:**
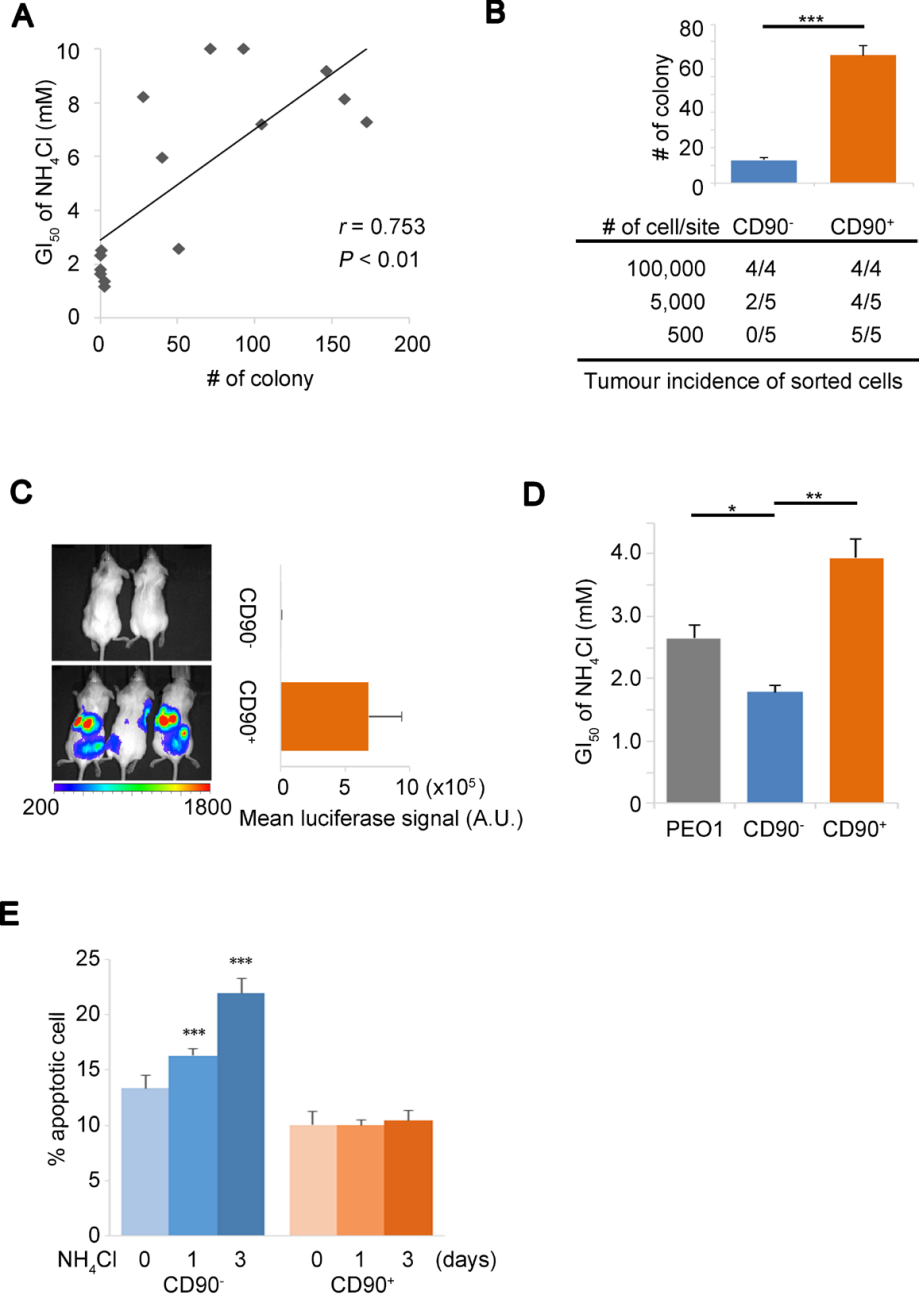
Ammonia tolerance enhances putative tumor initiation (**A**) Correlation plot of the GI_50_ of NH_4_Cl versus the number of colonies in soft agar for 15 OVC cell lines. r; Pearson correlation coefficient. (**B**) CD90^+^ and CD90^−^ subpopulations of PEO1 cells were isolated by cell-sorting and established. Characteristics of cells were assessed *in vitro* by soft agar assays with an initial seeding number of 2,000 (bar chart, upper panel) and *in vivo* by serial dilution xenograft assays (table, lower panel) that show the incidence of tumors out of the total number of injection sites. (**C**) *In vivo* orthotopic xenograft of CD90^−^ (2 mice) or CD90^+^ (3 mice) PEO1 cells infected with a luciferase-expressing vector. 2 × 10^6^ cells were injected into the peritoneal cavity. The signals from the engrafted cells were detected with IVIS imaging system 4 weeks after injection (Left). A.U., arbitrary units. Right panel shows average intensities of luciferase bioluminescence. (**D**) Determination of the GI_50_ of NH_4_Cl for the parental cell line (PEO1), CD90^−^ and CD90^+^ subpopulations. (**E**) Apoptotic and live cell population were determined using Annexin-V-Alexa 647 and Sytox-blue staining in CD90^−^ and CD90^+^ cells after 10 mM NH_4_Cl treatment for the indicated time. Error bars indicate s.e.m. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001 (Student’s *t*-test).

### HIF-α proteins are activated during stress response to ammonia

On the basis of the results implicating the tolerance to ammonia in a property of CD90^+^ PEO1 CSC-like cells, we attempted to identify cellular mediators of their stress response. We found that HIF-1α and –2α proteins were accumulated upon NH_4_Cl treatment in a dose- and time-dependent manner (Figure 2A). To test whether the HIF expression had physiological activities under conditions of high ammonia concentration, we next determined mRNA level of *PFKFB3* and protein level of GLUT-1, canonical HIF target glycolytic factor and glucose transporter, respectively. The mRNA expression of *PFKFB3* was elevated in a time-dependent manner by NH_4_Cl treatment and this became largely abolished by two independent HIF-1α knockdowns (Figure 2B). Importantly, the GLUT-1 protein expression was elevated and likewise, the glucose uptake was significantly increased under ammonia stress conditions with NH_4_Cl treatment (Figure 2C, 2D). These results suggested that glycolysis is up-regulated in response to ammonia via HIF pathway activation, which is consistent with the physiological role of HIFs under hypoxia. To investigate the mechanisms underlying the activation of HIFs by ammonia, we next examined the HIF degradation machinery, which is essential for the stabilization of the HIFs when disabled typically under hypoxic conditions. We employed A498, a renal cell carcinoma (RCC) cell line, which is defective for the von Hippel-Lindau (VHL) factor and constitutively expresses HIF-2α as well as an A498 derivative cell line expressing exogenous wild-type (WT) VHL. NH_4_Cl treatment did not alter HIF-2α expression levels in the parental VHL-mutated A498 cells, while HIF activation by NH_4_Cl was restored in the presence of WT-VHL (Figure 2E). This suggests that ammonia affects VHL-mediated protein degradation of the HIFs [13, 25]. To further investigate the targets of ammonia that is involved in HIF degradation, we assessed the level of prolyl-hydroxylation of HIF-1α (OH-HIF) that is required for the subsequent ubiquitin-mediated degradation of HIF proteins [12, 14]. Interestingly, HIF-1α proteins were accumulated without significant changes in the hydroxylation status upon NH_4_Cl, cobalt chloride (CoCl_2_) or hypoxia treatment while treatment with a proteasome inhibitor MG132 resulted in high HIF-1α expression with substantial hydroxylation level (Figure 2F). This suggests that similarly to CoCl_2_ or hypoxia, ammonia may directly or indirectly blunt PHD activity by unidentified mechanisms and thus lead to the HIF protein stabilization. It is important to note that consistent with previous studies [26, 27], we observed elevated levels of cellular nitric oxide (NO) upon NH_4_Cl treatment (Figure 2G), which might lead to PHD inhibition [28]. The NO production we observed could be catalyzed by NOS that consumes arginine produced from ammonia and mediated by urea cycle-related enzymes. Thus we next tested the effect of a NOS inhibitor, N(G)-Nitro-L-arginine methyl ester (L-NAME), on HIF-1α expression. As we expected, L-NAME treatment attenuated HIF-1α up-regulation by NH_4_Cl while Superoxide dismutase (SOD), a quencher of another species of reactive oxygen, did not affect HIF-1α levels (Figure 2H). Collectively, we demonstrate that HIF proteins are stabilized and activated by ammonia, which may inhibit PHDs through NOS-mediated NO production that can lead to the disrupted HIF degradation. Of note, this in turn up-regulates glucose uptake and glycolysis pathways with important implications for changes in cancer cell metabolism.

**Figure 2:**
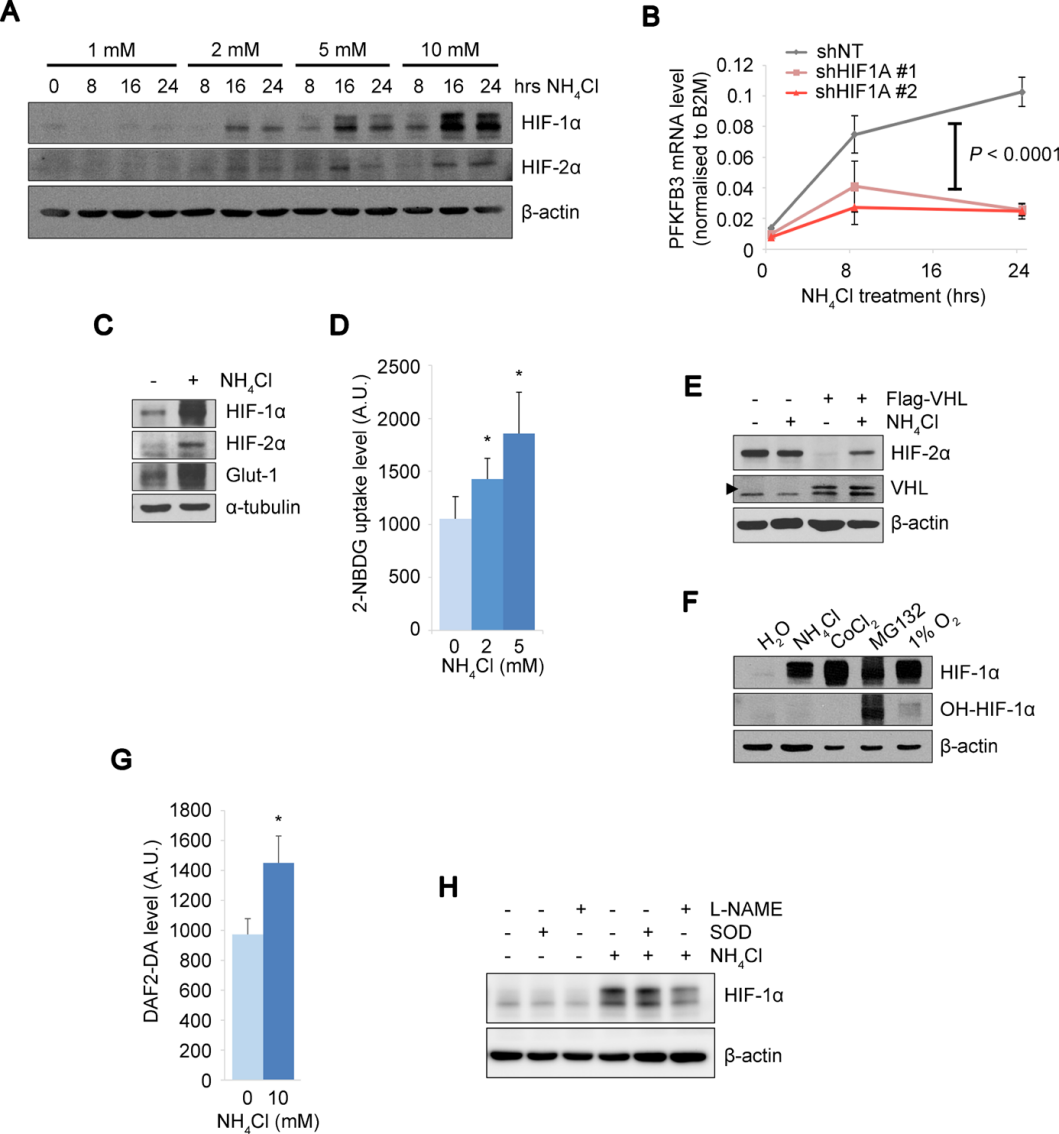
The PHD-HIF axis up-regulates glycolysis under ammonia stress (**A**) HIF-1α and HIF-2α levels were increased by NH_4_Cl treatment in a dose- and time-dependent manner. SKOV3 cells treated with NH_4_Cl at the indicated concentrations and durations. β-actin expression was shown as the loading control. (**B**) Kinetic PFKFB3 mRNA expressions in PEO1 CD90^+^ cells upon NH_4_Cl treatment. The PFKFB3 up-regulation by NH_4_Cl observed in control cells (shNT) was almost completely abolished by two independent shRNA knockdown of HIF1A (HIF-1α). Each duplicated experiment was repeated twice. A two-way ANOVA and post-hoc tukey comparisons revealed a group effect between NT and KDs (*P* < 0.0001). (**C**) Protein expressions of HIFs, a HIF target GLUT1 and α-tubulin as a loading control were determined in SKOV3 cells by immunoblot upon NH_4_Cl treatment (10 mM) for 16 hrs. (**D**) Glucose uptake assay with NH_4_Cl treatment at 0, 2 or 5 mM for 16 hours in CD90^−^ and CD90^+^ PEO1 cells. Intracellular glucose levels were determined using 2-NBDG fluorescence signals. (**E**) Immunoblot of A498 cells and their derivative cells expressing WT-VHL upon treatment with 10 mM NH_4_Cl. Arrow head indicates the ectopic expression of WT-VHL. (**F**) Comparison of prolyl-hydroxylation levels of HIF-1α between the indicated treatments. SKOV3 cells were treated with NH_4_Cl (10 mM for 16 hrs), CoCl_2_ (150 μM for 1 hr), MG132 (10 μM for 2 hrs) or hypoxia (1% O_2_ for 2 hrs). The amount of protein loaded was adjusted to show approximately the same level of whole HIF-1α protein (refer to β-actin levels). (**G**) Cellular NO levels were determined by the fluorescent signal from DAF2-DA dye. (**H**) Effect of L-NAME or SOD on HIF-1α expression levels by NH_4_Cl. The data in D and G show the mean of at least *n* = 3 independent experiments. Error bars indicate s.e.m. ^*^P < 0.05; (Student’s *t*-test).

### HIF-1α suppresses cell growth but promotes survival against ammonia-induced apoptosis

To elucidate the biological implications of HIF activations for stress response to ammonia, we determined the NH_4_Cl GI_50_ in the CD90^+^ PEO1 cells in the presence or absence of HIF-1α knockdown (HIF-1α KD) and/or Flag-HIF-1α overexpression. Two independent knockdowns of HIF-1α increased the GI_50_ of NH_4_Cl in CD90^+^ PEO1 cells while overexpression of Flag-HIF-1α decreased the GI_50_ significantly (Figure 3A lane 1,2,3 and 4). The ectopic expression of Flag-HIF-1α over shHIF-1α resulted in the significant expression level of HIF-1α (Supplementary Figure 2A) and the lower GI_50_ compared to the knockdown alone (Figure 3A lane 5). Consistent with HIF-1α depletion, a HIF-1α inhibitor compound 400083 and knockdown of the glycolytic enzyme PDK1 also increased the GI_50_ of NH_4_Cl (Figure 3B, 3C and Supplementary Figure 2B). The HIF-1α inhibitor also elevated GI_50_ in CD90^−^ cells (Supplementary Figure 2C). These results demonstrated that HIF-1α and its downstream pathways exert growth suppressive functions under conditions of ammonia accumulation. To further elucidate the role of HIF-1α during stress response to ammonia, the percentages of apoptotic and live cell were determined in CD90^+^ PEO1 cells in the presence or absence of shRNA-HIF-1α. Interestingly, the ratio of apoptotic cells increased over time in HIF-1α-KD cells and as a result, the live cell populations diminished while no significant changes were seen in control cells (Figure 3D, 3E). Taken together, these results show that HIF-1α activated under high ammonia levels leads a reduction of cell proliferation but improves cell survival and persistence against ammonia stress.

**Figure 3:**
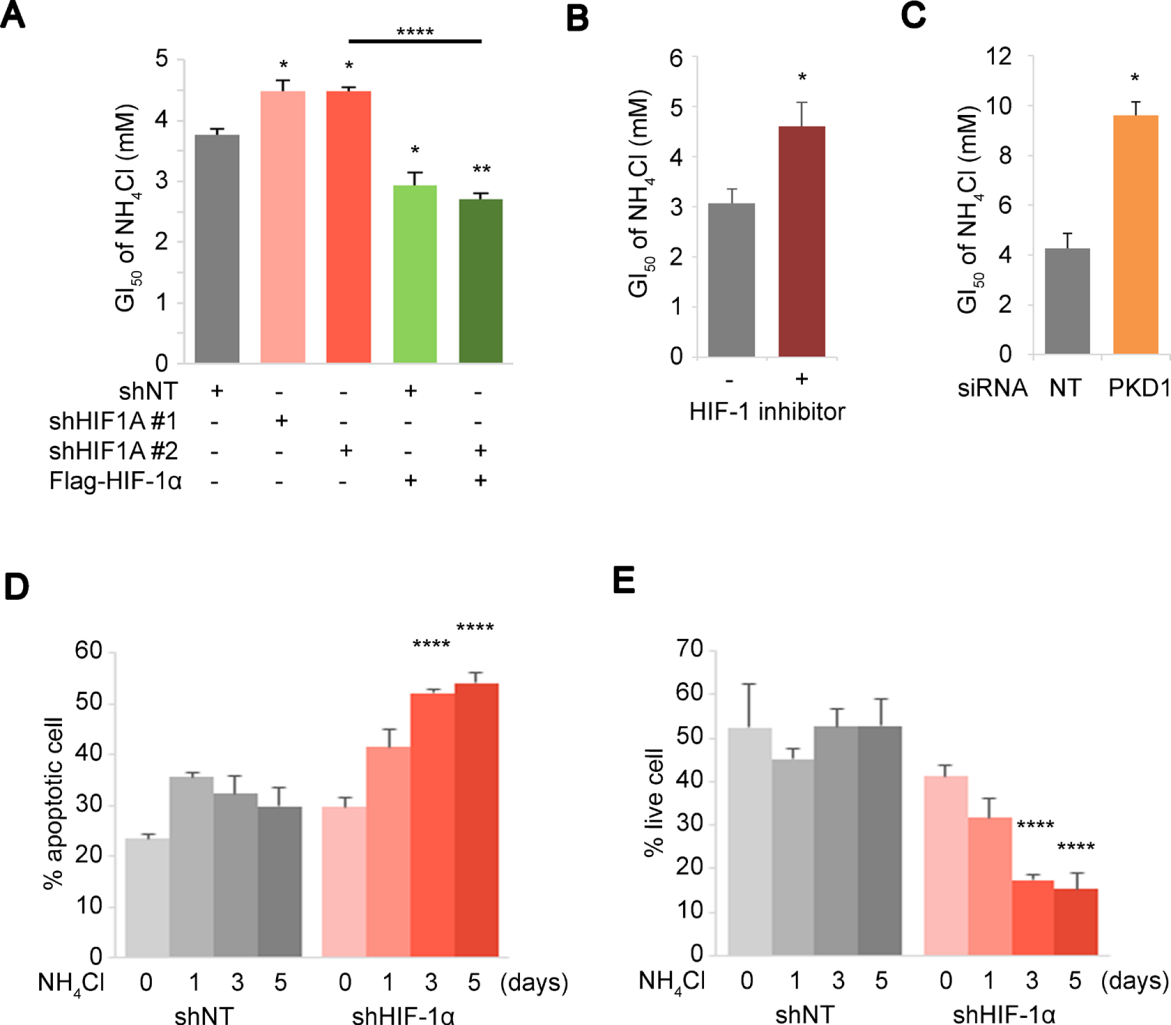
HIF expression level mediates cellular response towards survival under ammonia stress (**A**–**C**) Inhibitions of the HIF pathway results in improved ammonia tolerance. (A) Changes in the GI_50_ of NH_4_Cl were determined during HIF-1α depletion by shRNA and/or Flag-HIF-1α rescue overexpression. (B, C) Effect of 30 μM of a HIF-1α inhibitor 400083 (B) or PDK1 siRNA (C) on the GI_50_ of NH_4_Cl was tested in PEO1^+^ cells. (**D, E**) Apoptotic and live cell population were determined by Annexin-V assays upon 10 mM NH_4_Cl treatment for the indicated time. CD90^+^ PEO1 cells were used in (A–E) which show the mean of *n* = 3 independent experiments. Error bars indicate s.e.m. ^*^P < 0.05; ^**^P < 0.01; ^****^P<0.0001 (Student’s *t*-test).

### Coordinated stress response mediated by HIF-1α and GS against ammonia

While HIF-1α activation resulted in attenuated cell growth in CD90^+^ PEO1 cells and promoted cell survival as described above, this could not account for why the cancer stem-like cells presented growth advantages under high ammonia (Figure 1D). Of note, HIF-1α induction levels were limited in 4 OVC cell lines including CD90^+^ PEO1 with more “aggressive” characteristics exhibiting higher NH_4_Cl GI_50_ and increased colony forming efficiencies in soft agar compared to 4 other more “indolent” OVC cell lines with lower GI_50_ and lower colony forming potential including CD90^−^ PEO1 cells (Figure 4A). This led us to hypothesize that the HIF activation by ammonia might be negatively affected by some metabolic factors that were involved in ammonia disposal in the stem-like cells as well as in promoted cell growth of the aggressive OVC cells. 

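Expression was measured in cells sorted from PEO1, an established human ovarian cancer cell line, by the surface proteins CD90 and CD133. The sorted fractions were CD90-/CD133-, CD90+/CD133- and CD90+/CD133+ cells, with 5 arrays each (15 arrays in all). The methods compare the CD90+/CD133- and CD90-/CD133- fractions. THY1, which encodes CD90, checked the labels first. Its intensity lay between 57.8 and 101.3 on the CD90-/CD133- arrays and between 795.3 and 1221 on the CD90+/CD133- arrays, a log2 fold change of 3.67 (standard error 0.183, adjusted p = 1.73e-05 from limma). PROM1, which encodes CD133, was at 16 to 44.1 on the CD90-/CD133- arrays, 21.5 to 156 on the CD90+/CD133- arrays and 429.3 to 1652 on the CD90+/CD133+ arrays.
The deposited values are linear probe-set intensities that the authors had normalized between arrays by the cross-correlation method, and the lowest value on each array is 5. Median intensity was 29.9 to 32.4 on the CD90-/CD133- arrays, 29.9 to 32.3 on the CD90+/CD133- arrays and 29.4 to 30.8 on the CD90+/CD133+ arrays, and 32.7% to 34.5% of probe sets lay under 16. Values under 16 were therefore set to 16 before log2 was taken, which understates the change of dim genes. The 41091 probe sets that name a single gene were used, and each of the 19775 genes was represented by its probe set with the highest mean. Group differences were tested with limma over all genes with Benjamini-Hochberg adjustment at 0.05, and 5 arrays per group limit the precision of each value. The replicate numbers paired the arrays, so a fit with the number as a block is given where it changed a call. RNA quality was read from the gap between the 3' and 5' control probes of GAPDH and ACTB on a log2 scale. For GAPDH this gap averaged 0.186 (SD 0.0789, n = 5) in CD90+/CD133- cells and 0.0565 (SD 0.0317, n = 5) in CD90-/CD133- cells (2-sided exact permutation test, p = 0.0159, 0.0714 after adjustment over 6 comparisons). For ACTB it averaged 2.46 (SD 0.564, n = 5) and 1.84 (SD 0.322, n = 5), with an exact permutation p of 0.0714 (0.143 adjusted). Neither control passed after adjustment, and the test took the arrays as unpaired.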

We attempted to identify these factors by performing whole transcriptome microarray studies on the PEO1 CD90^+^/CD90^−^ system to determine what were the underlying differences between them that could account for their respective response. There was a preferential up-regulation of genes related to glycolysis and glutaminolysis as well as HIF-1α (*HIF1A*) and HIF-2α (*EPAS1*) expression in CD90^+^ cells (Figure 4B). In particular, we identified ∼3.2 times higher *GLUL* (glutamate-ammonia ligase, GS) mRNA expression and also higher GS protein levels in CD90^+^ PEO1 cells compared to CD90^−^ cells (Figure 4C). 

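EPAS1, which encodes HIF-2α, was 6.03-fold higher in CD90+/CD133- than in CD90-/CD133- cells (log2 fold change 2.59, standard error 0.154, adjusted p = 3.27e-05 from limma, 5 arrays per group). HIF1A was 2.50-fold higher, at a mean intensity of 4364 against 1748 (log2 fold change 1.32, standard error 0.109, adjusted p = 1.34e-04). Of 10 measured HIF factors and regulators, 4 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone, 4 and 1 with the replicate block). The others that rose were EGLN1, a prolyl hydroxylase that marks HIF-α for degradation (2.11-fold), and HIF1AN, an asparaginyl hydroxylase that restrains HIF-α (1.29-fold). HIF1AN lost its call without any of 2 of the 5 replicate numbers, while EGLN1 kept its call. Leaving out an array or a replicate number gave 3 to 5 higher genes of this list.
Of 23 measured genes of glutamine and glutamate metabolism, 6 were higher, none was lower and 17 did not pass the test (7 higher and none lower when adjusted over the list alone). GLUD1, a glutamate dehydrogenase, rose 1.68-fold, the transaminase GOT1 1.79-fold, GCLC, which makes glutathione's precursor, 2.28-fold and the transporter SLC1A4 1.95-fold. GCLC lost its call with the replicate block (adjusted p = 0.0526), and SLC1A4 lost it without any of 7 of the 10 arrays left out singly. Without replicate 4 the count of higher genes was 3. The glutamate transporter SLC1A3 was at a mean of 139.0 against 28.4 and did not pass (adjusted p = 0.0594, 0.0499 with the replicate block).
Of 29 measured genes of glycolysis, 4 were higher, 4 were lower and 21 did not pass, and the median log2 fold change was 0.02 (9 higher and 6 lower when adjusted over the list alone, 8 higher and 7 lower with the replicate block). PFKFB3, which makes the activator of phosphofructokinase, rose 2.07-fold (adjusted p = 3.61e-04), PFKP 1.56-fold, PGAM1 1.53-fold and ENO2 1.50-fold. PFKP lost its call without any of 3 of the 5 replicate numbers, while PFKFB3, PGAM1 and ENO2 kept theirs. The 4 lower genes, named after their values were seen, were LDHB (log2 fold change -0.27), PDHA1 (-0.41), PDK2 (-0.56) and PFKL (-0.40), and with arrays left out singly LDHB lost its call for 3 of the 10, PFKL for 4 and PDK2 for 9. Without CD90-/CD133- replicate 4 the log2 fold change of PDK2 was -0.48, or -0.01 by its other probe set, which is the brighter when any of 5 arrays is left out and was at -0.09 over all arrays. The glucose transporter SLC2A1 was 1.77-fold higher (adjusted p = 0.0738, 0.00901 with the block), HK2 2.17-fold (adjusted p = 0.0861, 0.0185 with the block) and HKDC1 4.54-fold (adjusted p = 0.0641). Without CD90+/CD133- replicate 5 another probe set of HKDC1 became the brightest, with a log2 fold change of 0.58, while the probe set used here gave 1.51 (adjusted p = 0.0107). SLC2A1 passed the test without that array. Leaving out an array or a replicate number gave 3 to 8 higher and 0 to 4 lower genes of glycolysis. It was 7 higher without CD90+/CD133- replicate 5 and 8 without replicate 5 as a whole. It was 2 lower without CD90-/CD133- replicate 2, CD90-/CD133- replicate 4 or CD90+/CD133- replicate 4, 1 without CD90-/CD133- replicate 3 or replicate 3 as a whole, and none without replicate 2 or replicate 4 as a whole. The study chose genes of these lists on the same arrays, so the counts are not independent evidence of a direction. Without the genes of Figure 4B, 1 gene of glycolysis, 3 of glutamine metabolism and 2 of the HIF list were higher. PGAM1, GOT1 and HIF1AN are among these, and all lie on chromosome 10. Expressed genes of that chromosome had a median log2 change of 0.46, measured from the median of all expressed genes. Whether PGAM1, GOT1 and HIF1AN exceeded their neighbours was not tested, so a shift of the chromosome stays open for them.
By camera with a preset correlation of 0.01, the glutamine list and the HIF list did not pass (adjusted p = 0.0631 for each over the 30 lists). With an estimated correlation the adjusted p was 0.929 and 0.434. With the preset correlation and without the members in Figure 4B it was 0.455 and 0.505. Adjusted together with the Figure 4B table as another list, both were at 0.0435, and the genes of that table were chosen for their rise on these arrays. The glycolysis list had an adjusted p of 0.89. By fry, the other list test, the adjusted p was 0.0356 for the glutamine list and 9.2e-07 for the HIF list. It was 0.454 for the glycolysis list, and these lists kept their Figure 4B members there. The 30 nearest expressed genes on the chromosome had a median log2 change, measured from the median of all expressed genes, of 0.72 at GLUD1 and 0.62 at both PFKP and PFKFB3, against 0.30 at EPAS1 and 0.25 at HIF1A. EPAS1 is read from 1 of 3 probe sets, and the other 2 stayed at the floor, so the mean of its probe sets gives a log2 fold change of 0.86. With reference to Figure 4B, the paper states that glycolysis and glutaminolysis genes, HIF1A and EPAS1 were preferentially up-regulated in CD90+ cells. It then singles out GLUL, whose product it later proposes to account for the disposal of ammonia.

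**Figure D1:**
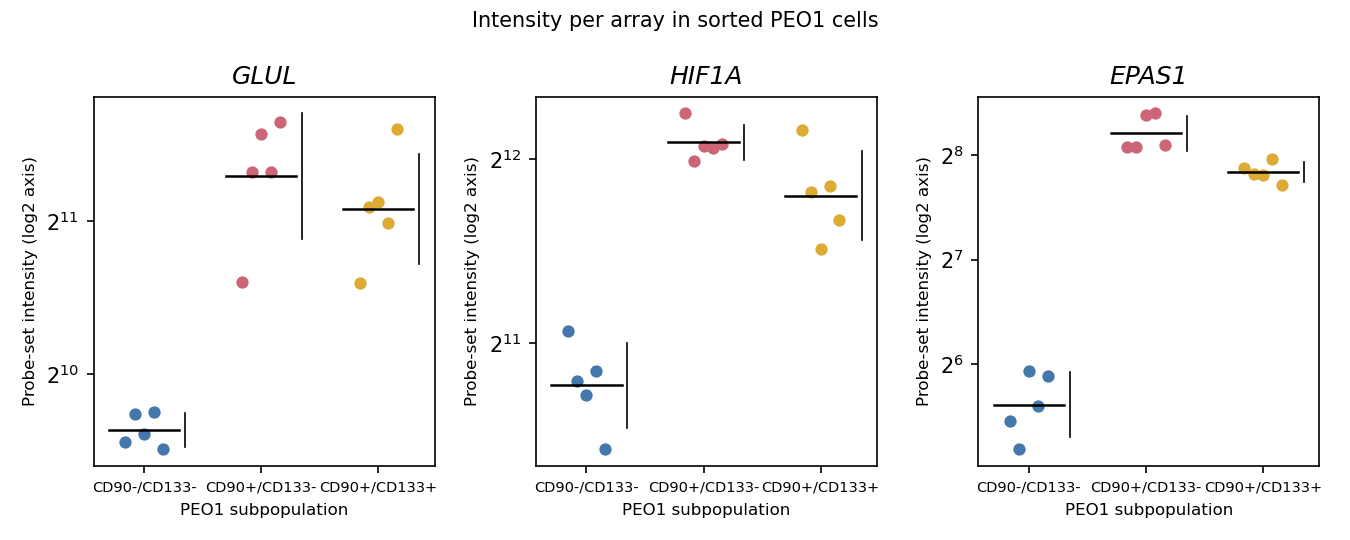
Probe-set intensity of GLUL, HIF1A and EPAS1 on each array (points, log2 axis) in the 3 sorted PEO1 fractions. The long line is the mean of the log2 values and the short vertical line its SD (n = 5). Both CD90+ fractions lie above the CD90-/CD133- arrays for each gene, with EPAS1 averaging 295.2 in CD90+/CD133- and 49.0 in CD90-/CD133- cells.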

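GLUL, which encodes glutamine synthetase, averaged an intensity of 2510 in CD90+/CD133- cells (SD 0.411 on the log2 scale, n = 5) and 796.2 in CD90-/CD133- cells (SD 0.109, n = 5). This is a log2 fold change of 1.66 (standard error 0.185, adjusted p = 5.55e-04 from limma), or 3.15-fold, and the ratio of the arithmetic means was 3.24. GLUL was higher in CD90+/CD133- cells in all 5 same-numbered pairs of arrays. Each of its 4 probe sets was higher, by 1.39-fold to 3.15-fold, and 3 of them passed 1.5-fold. With an array or a replicate number left out, the log2 fold change lay between 1.54 and 1.83 and stayed past the threshold. The 30 expressed genes nearest to GLUL on chromosome 1 were also higher, with a median log2 change of 0.77 measured from the median of all expressed genes (-0.03), and GLUL exceeded them by 0.92 on that scale.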

Consistently, the decrease in ammonia concentration upon NH_4_Cl load was significantly greater in CD90^+^ cells (Supplementary Figure 3A). GS and its tumor-promoting function have been reported [21, 22] and high GS expressions in OVC tissue and poor patient survival with high GS levels in OVC as well as other cancers were detected (Supplementary Figure 3B–3E). Notably, the NH_4_Cl GI_50_ significantly decreased in line with GS levels in GS-KD cells (Figure 4C). Taken together, these suggest that GS accounts for ammonia disposal and thus promotes cell proliferation in the stem-like cells as it is known to be a rate-limiting enzyme in the condensation reaction of ammonia and glutamate. Interestingly, the activation levels of HIF-1α were increased in 2 independent GS-knockdown (GS-KD) cells (Figure 4D). These results suggest that GS represses HIF-1α protein activation and thus its growth suppressive function. In addition, it is possible that GS itself may be able to promote tumor growth via improvements in glutamine metabolism [21, 22]. Indeed, the colony numbers in soft agar and the tumor growth in the mouse peritoneal cavity were significantly suppressed by GS-KD (Figure 4E, 4F). Collectively, these results suggest a biphasic stress response strategy, in which GS is a predominant factor in ammonia disposal and thus in accelerated proliferation in OVC and CSC-like cells and if ammonia levels exceed the capacity of GS, HIF-1α is activated to attenuate cell growth and promote cell survival.

**Figure 4:**
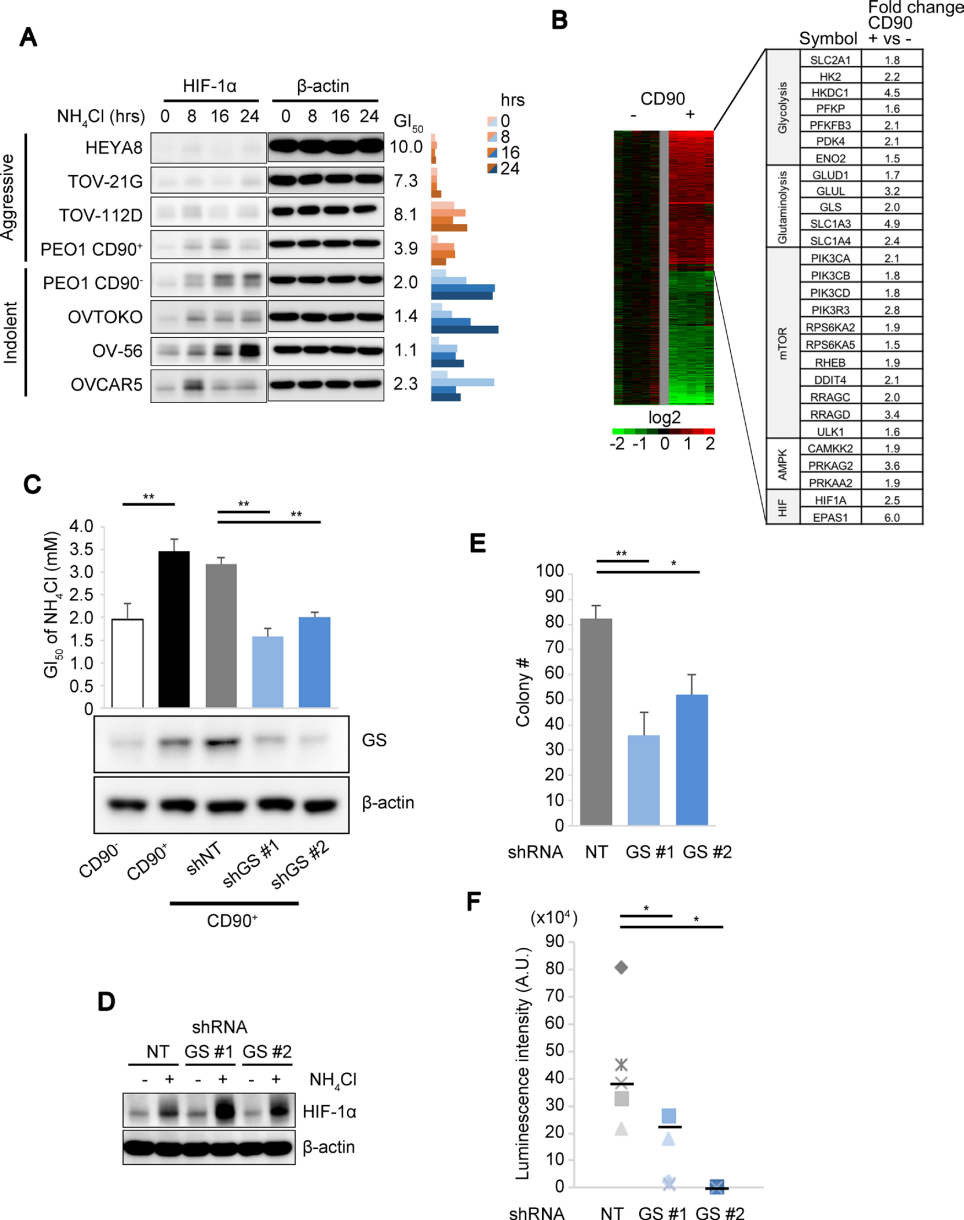
GS drives continued cell proliferation under ammonia stress (**A**) Immunoblot comparison of time-dependent HIF expression levels over time after treatment with 10 mM of NH_4_Cl in aggressive (HEYA8, TOV-21G, TOV-112D and CD90^+^ PEO1) and indolent (CD90^−^ PEO1, OVTOKO, OV-56 and OVCAR5) OVC cell lines. The values of the GI_50_ of NH_4_Cl as determined in Figure 1A are shown in the middle. Right panel bar chart shows the ratio of HIF-1α to β-actin levels loading as determined by immunoblot. Band intensities were measured using Image J. (**B**) Gene expression microarray heatmap showing more than 3,500 genes up- or down-regulated in CD90^+^ cells compared to CD90^−^. Right table shows selected genes up-regulated in the CD90^+^ subpopulation, which are components of the metabolic pathways as indicated. (**C**) The GI_50_ of NH_4_Cl (upper panel) and GS protein expression (lower panel) were determined for the PEO1 CD90^+^/CD90^−^ system and CD90^+^ cells with two independent GS-KD and control knockdown (NT; non-targeting). (**D**) Effect of GS-KD on HIF-1α activation levels upon 10 mM NH_4_Cl treatment. (**E**) Anchorage-independent colony formation was assessed in CD90^+^ PEO1 cells with shNT or GS-KD. (**F**) *In vivo* tumor growth measured using luciferase bioluminescence and IVIS Imaging (*n* = 5 for shNT and shGS #1; *n* = 4 for shGS #2). β-actin was used for loading control in (C and D). Error bars indicate s.e.m. ^*^P < 0.05; ^**^P < 0.01 (Student’s *t*-test).

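Between CD90+/CD133- and CD90-/CD133- cells, 1789 genes were higher and 1962 were lower at an adjusted p under 0.05 from limma, out of 19775 genes tested. Without replicate 4 the 3751 calls became 2099, without replicate 2 2178 and without replicate 3 2405. At the 1.5-fold threshold of the methods, with no test, 1278 genes were higher and 1288 lower (2566 in all), and 2028 of these also passed the test. Counted by probe set, 4584 passed 1.5-fold.
Rises that were large and held in all 5 pairs of arrays included CLDN11, a tight junction protein (32.1-fold), the transcription factors SOX7 (18.4-fold) and CBFB (32.4-fold), the zinc transporter SLC39A4 (22.3-fold), the stress response gene IER3 (18.2-fold), the cadherin CDH6 (17.9-fold), KLHL14, FLG, DIRAS3 (15.2-fold) and the non-coding RNA SWINGN (37.4-fold). Large falls included ATP5MC3, a subunit of mitochondrial ATP synthase, from 3105 to 54.6 (log2 fold change -5.83, standard error 0.642, adjusted p = 5.01e-04). CDH11, a mesenchymal cadherin, was at least 40.7-fold lower, since it was at the floor of 16 on all 5 CD90+/CD133- arrays. The matrix genes TGFBI (20.6-fold), FBN1 (17.0-fold) and COL4A5 were also lower, as were NETO2 (29.8-fold), HS6ST2 (23.0-fold), ARMCX2 (19.7-fold), TRPM1 and the transcription factor EMX2. On the CD90-/CD133- arrays FLG was at the floor on 4 of 5, KLHL14 on 3, CBFB on 2, and CLDN11 and SWINGN on 1. On the CD90+/CD133- arrays EMX2 was at the floor on 4 of 5, COL4A5 and TRPM1 on 3 and HS6ST2 on 1. The folds given for CBFB, CLDN11, SWINGN and HS6ST2 are therefore lower bounds, and no fold is given for the others. Each value is from the gene's brightest probe set. The smallest log2 change of another probe set was 1.36 for CBFB, -1.27 for ATP5MC3, -0.43 for CDH11 and -0.04 for HS6ST2, and CLDN11, KLHL14, TRPM1 and COL4A5 have probe sets at the floor on all 10 arrays.
Of 22 mesenchymal markers, 5 were lower and 1 was higher, among them TWIST1 (30.5 against 121.5 in mean intensity) and NT5E (log2 fold change -1.03, with another of its 4 probe sets at 0.47). Of 18 fibroblast markers, 3 were lower and none was higher (6 lower with the replicate block), among them FAP (log2 fold change -2.02). By camera with the preset correlation neither list passed (adjusted p = 0.454 and 0.314), while by fry both were lower (adjusted p = 0.0023 and 3.88e-04). With an estimated correlation the camera adjusted p was 0.971 for the mesenchymal and 0.929 for the fibroblast list. Each list had a median log2 fold change of -0.04, and the lowest members were at -4.37 and -4.08. Of 25 cell cycle genes, 5 were lower and none was higher, led by CCNE1 (-1.01) and UBE2C (-0.73). UBE2C lost its call without any of 8 of the 10 arrays left out singly and MCM6 without any of 9. With the replicate block MCM6 (adjusted p = 0.0501) and MCM2 (adjusted p = 0.0928) were not called. The count with the block was also 5 lower and none higher, since other genes of the list gained a call. By camera the adjusted p of the cell cycle list was 0.104 with the preset and 0.971 with an estimated correlation. By fry it was 0.349.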

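Of the 28 genes in the table, 26 were measured and 2 were not analysed here. All 26 were higher in CD90+/CD133- cells on average and in all 5 same-numbered pairs of arrays, and 17 passed an adjusted p under 0.05 from limma (23 when adjusted over the list alone, 23 with the replicate block). The study chose these genes on the same arrays, so neither count is independent evidence of their direction.
Of 34 measured genes of mTOR signalling, 7 were higher, 2 were lower and 25 did not pass (12 higher and 2 lower with the replicate block). PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, rose 2.78-fold (adjusted p = 0.00266), the catalytic subunits PIK3CB 1.83-fold and PIK3CD 1.75-fold, and RHEB, the small GTPase that activates mTORC1, 1.67-fold (adjusted p = 6.63e-05). RRAGD and RRAGC, GTPases that recruit mTORC1 to the lysosome, rose 2.56-fold and 1.77-fold, and RPS6KA2 1.93-fold. RPS6KA2 lost its call without any of 8 of the 10 arrays left out singly, and RRAGC without any of 4. RPS6KA3 was lower (1337 against 2682 in mean intensity), and lost its call without any of 3 arrays. In the fit without the replicate block all 7 higher genes are in the study's table. Of the other 24 mTOR genes none was higher in that fit and 2 were lower. With the block 12 were higher, while only 10 genes of this list are in the table. RPS6KA5, which is 1 of these, did not pass with the block (adjusted p = 0.141). Some genes outside the table were therefore higher with the block. DDIT4 (2.11-fold, adjusted p = 0.251) and ULK1 (1.57-fold, adjusted p = 0.0991) did not pass, and passed with the replicate block (adjusted p = 0.0244 and 0.0149), as did PDK4 (2.07-fold, adjusted p = 0.269 and 0.0185). DDIT4 also passed without CD90+/CD133- replicate 1 or replicate 1 as a whole, PDK4 without replicate 1 and ULK1 without replicate 5. RPS6KA5 was 1.20-fold higher (adjusted p = 0.138).
Of 16 measured genes of AMPK signalling, 3 were higher and 3 were lower. PRKAG2, the regulatory γ2 subunit of AMPK, rose 3.57-fold (adjusted p = 3.73e-05) and CAMKK2, a kinase upstream of AMPK, 1.85-fold (adjusted p = 6.50e-04), while CAB39, part of the LKB1 complex, was lower (log2 fold change -1.22, adjusted p = 1.10e-04). By the mean of probe sets PRKAG2 rose 1.94-fold and CAMKK2 1.37-fold. PRKAA2, a catalytic subunit, was 1.38-fold higher and did not pass (adjusted p = 0.212). Measured from the median of all expressed genes, the 30 nearest expressed genes had a median log2 change of 0.74 at CAMKK2, 0.92 at ULK1, 0.62 at both RHEB and PRKAG2 and -0.16 at RRAGD.

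**Figure D2:**
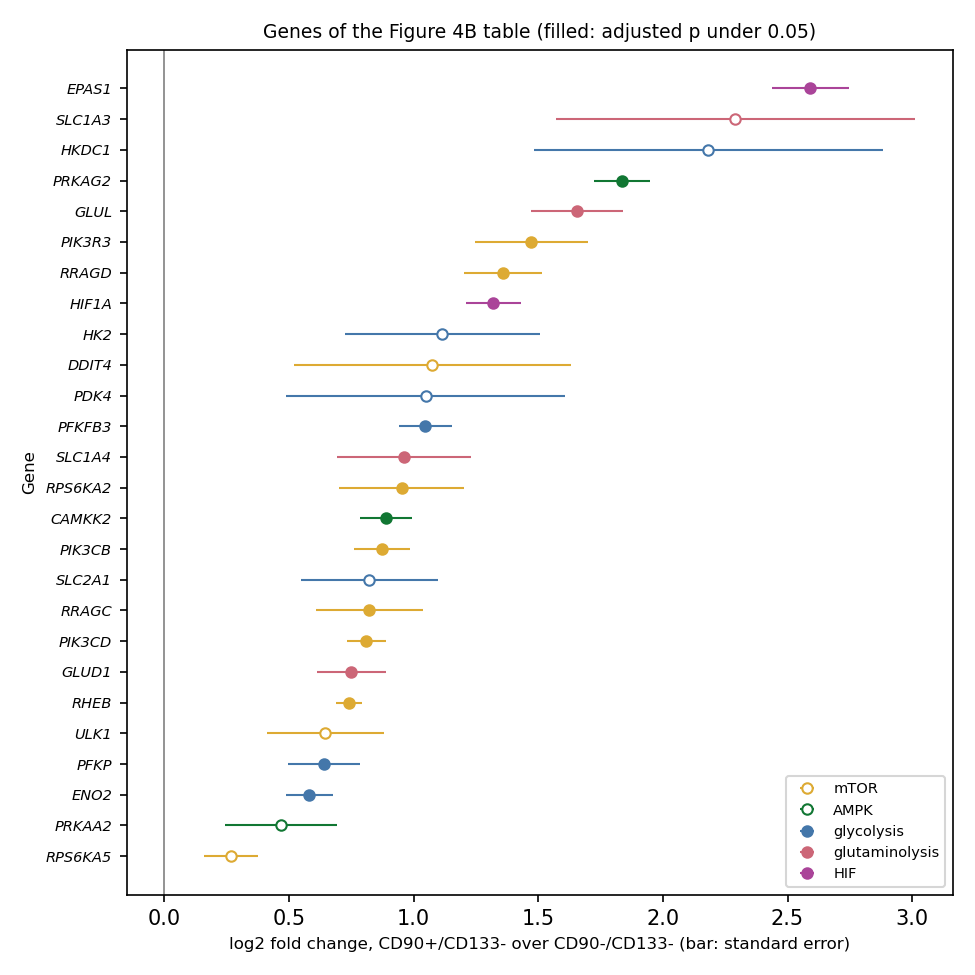
log2 fold change of the 26 measured genes of the Figure 4B table in CD90+/CD133- over CD90-/CD133- cells, by gene, with the standard error from limma (bars, n = 5 per group) and colour by pathway. Filled points are the 17 genes at an adjusted p under 0.05, and values run from 0.27 for RPS6KA5 to 2.59 for EPAS1.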

### HIF-1α channels fuel dependencies in response to ammonia levels

We have revealed high GS expression and HIF activation in the stem-like cells, which provide a dynamic stress response mechanism against ammonia. However, the implications of these factors on metabolic regulation under high ammonia are yet to be addressed. We next determined the metabolic fuel dependencies of PEO1 CD90^+^/CD90^−^ cells in the context of GS or HIF-1α depletion. CD90^+^ PEO1 cells had the lower glucose dependencies and the higher glutamine dependencies compared to CD90^−^ cells (Figure 5A, 5B). Interestingly, GS-KD significantly increased the glucose dependencies and decreased the glutamine dependencies (Figure 5C, 5D). These suggest that CD90^+^ PEO1 cells prefer glutamine over glucose compared to CD90^−^ cells and that this dependence was contingent upon GS expression. In contrast, HIF-1α-KD increased glutamine dependency and decreased glucose dependency, which were rescued by Flag-HIF-1α overexpression (Figure 5E, 5F). These results not only confirm that HIF-1α protein functions canonically as a glycolytic regulator, but also suggest its extensive roles in glutamine metabolism. Indeed, HIF-1α has been implicated in the regulation of glutaminolysis in previous studies [29, 30]. Collectively, our studies provide a basis of energy metabolism in response to ammonia stress that is required for fine-tuning of fuel usage and furthermore for cell growth and survival of cancer and CSC-like cells.

**Figure 5:**
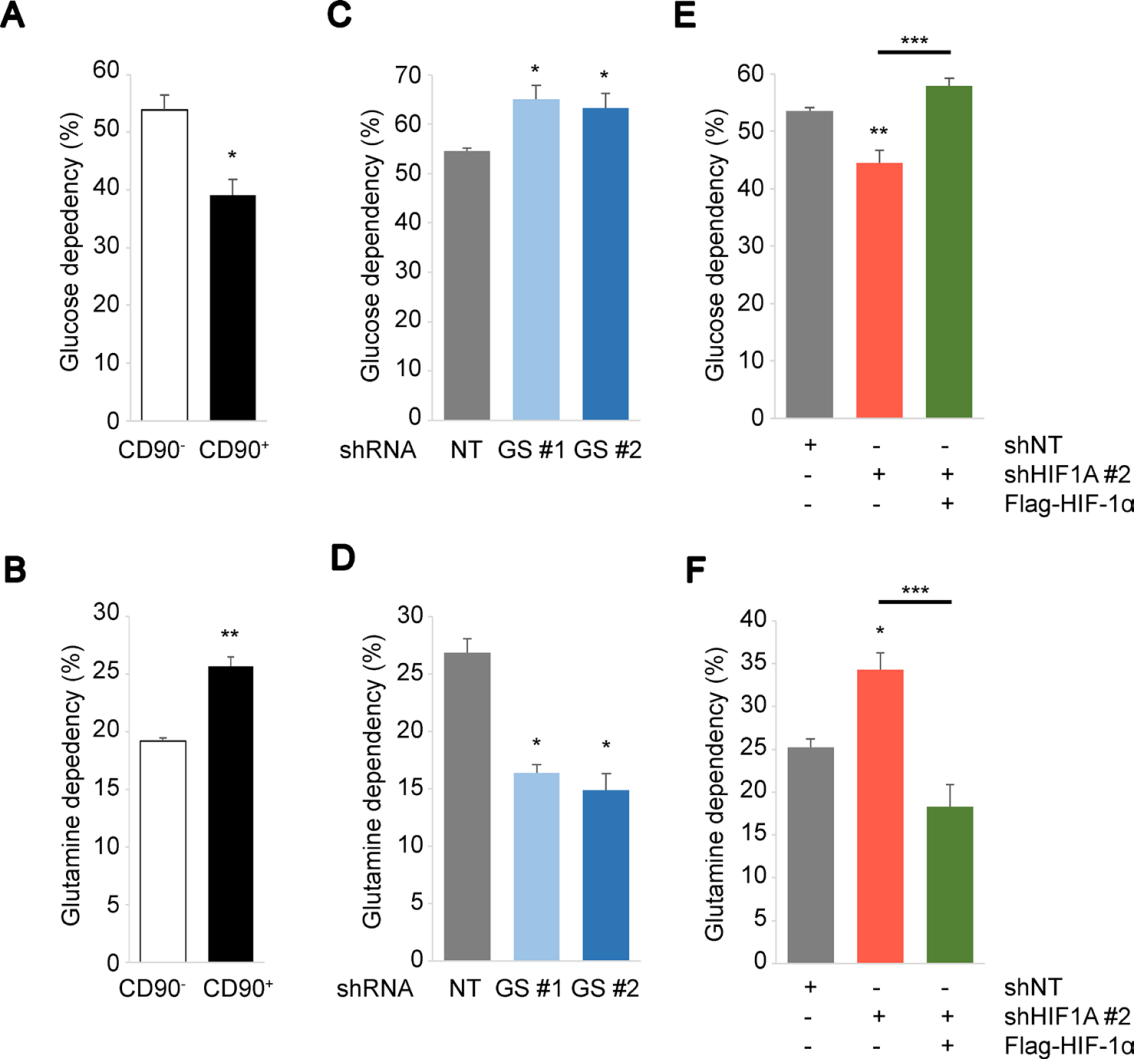
Biphasic regulation of cellular metabolism driven by GS and HIF-1α (**A–F**) Glucose (A, C, E) or glutamine (B, D, F) dependency were determined in CD90^−^ and CD90^+^ PEO1 cells (A, B), in CD90^+^ cells for GS knockdown (C, D) or for HIF-1α knockdown and overexpression over KD (E, F). Glucose/glutamine dependencies were determined using the Seahorse Mito Fuel Flex test. The data show the mean of at least *n* = 3 independent experiments. Error bars indicate s.e.m. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001 (Student’s *t*-test).

## DISCUSSION

We identified a molecular pathway elicited by ammonia, which activates HIF-1α and regulates cell metabolism, proliferation and survival that may play crucial roles in the tumorigenicity of CSCs. Critically, coupled with the GS function that stimulates glutaminolysis and enhances cell growth we demonstrated here, the HIF-1α activation under high levels of ammonia provides a flexible mechanism of metabolic stress adaptation (Figure 6). These provide a knowledge of metabolic ‘plasticity’ of CSCs, by which they flexibly and dynamically adapt to their internal and/or external microenvironments for cell survival and tumor development [31]. Therefore, our studies may present novel avenues for therapeutic applications.

**Figure 6:**
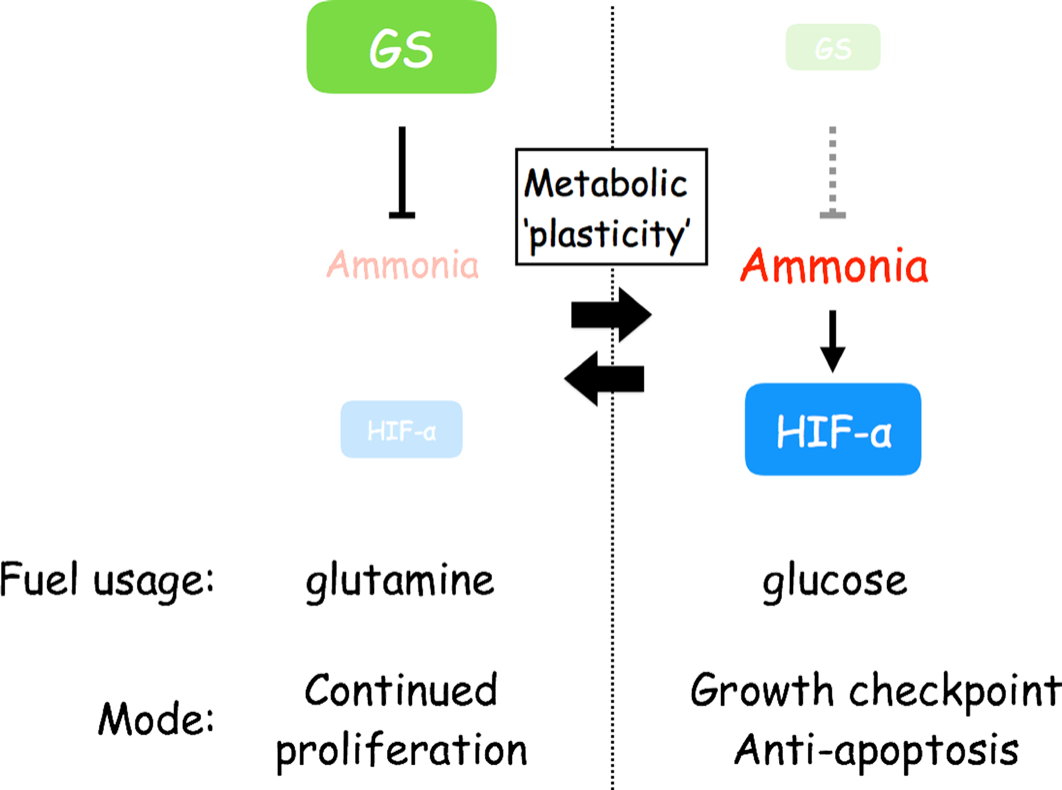
Scheme depicting the flexible stress response against ammonia that is driven by GS and the activation of HIF-1α and relevant for metabolic plasticity

Although the detrimental effects of ammonia have been well studied [1, 2, 6–10], the implications behind ‘ammonia tolerance’, which is represented by the GI_50_ of NH_4_Cl in this report, for cancer cell growth and the means by which cells tolerate the metabolic stress imposed by ammonia have been unclear. We hypothesize that cancer cells face a dilemma in their development where cells require more glutamine for their growth that leads to the production of ammonia, which in turn suppresses cell proliferation and induce apoptosis. At that rate, this raises the question of what factors offer a solution for continued cell growth and tumorigenicity. To address this, we established the CD90^+^/CD90^−^ PEO1 system as a CSC research platform and found it is a profitable tool for the current study. Although expression of CD90 in CSCs has been increasingly studied, its availability in identifying ovarian cancer stem cell has not been reported. Nonetheless, we demonstrated that CD90-expressing PEO1 cells bear tumor-initiating properties and interestingly, ammonia tolerance (Figure 1B–1D). When cells undergo ammonia stress, glutamine anabolism and thus ammonia condensation is facilitated [32] that would lead to decreased glutamine usage and growing dependence on glucose. Indeed, glucose uptake was elevated by NH_4_Cl treatment (Figure 2D). Our studies demonstrate that activated HIF-1α plays an important role in the metabolic shift (Figure 5A–5D). Glucose-derived fuel for the TCA cycle is shut off by HIF-1α and α-KG supply from glutamine is widely reduced under ammonia stress. In addition, we observed reduced oxygen consumption and ATP levels by NH_4_Cl treatment (Supplementary Figure 4A and 4B). These may support the notion that ammonia causes energy crisis leading to growth defect and/or apoptosis. Our results show that the CSC-like cells as well as aggressive OVC cells had advantages in cell growth and the survival under conditions of high ammonia (Figure 1A, and 1E). 10 mM NH_4_Cl used in the current studies is considered concentrated compared to the levels (5–35 μM) of serum ammonia in healthy individuals while they soar above 1 mM during genetic defects of the urea cycle or liver disease [1]. The previous study showed that the ammonia levels in culture media reach 1.3 to 2.9 mM in 3 days, indicating that ammonia can be accumulated in such closed systems. Coupled with the finding that the levels of ammonia in peripheral tissue are higher than those in the blood (Supplementary Figure 4C), cancer cells deep inside the tumor mass, which would represent cancer stem cell niches [33], could undergo much higher levels of ammonia. In addition, 10 mM NH_4_Cl treatment are most widely used in recent cell biological studies [10, 34]. It is possible especially in the early stages of tumorigenesis that cancer cells are subjected to environmental and cellular stresses and that only cells that tolerate and successfully override these selective pressures may experience expansion to form detectable tumor masses. Our data suggest that the development of mechanisms against ammonia-derived cellular stress is an important requirement for cancer cell aggressiveness (Figure 1A) and furthermore for the survival of the CSC-like cells (Figure 1E).

We identified a HIF protein activation mechanism during the ammonia stress response, which implicates the roles of PHD and HIF in sensing metabolic stress response (Figure 2A, and 2F). It has been well established that the PHD-HIF axis plays central roles in hypoxic sensing and response, in which PHDs are activated by oxygen to hydroxylate and suppress HIFs that are effector transcription factors [11–14]. Besides their functions in the ‘core’ regulatory machinery, accumulating evidence suggests that the PHD-HIF axis is an adaptable system by which cells are capable of sensing changes in metabolism as well as oxygen levels in their microenvironment [35–37]. Our data suggested that HIF is activated by inhibition of prolyl-hydroxylation at least partially mediated by NOS-mediated NO production during ammonia metabolism (Figure 2F, and 2H). The NO production levels upon NH_4_Cl treatment, however, was limited while hydroxylation of HIF-1α (OH-HIF-1α) was almost completely eliminated compared to MG132. This implies other unknown mechanisms behind HIF activation by ammonia. PHD needs metabolic intermediates such as α-KG and bivalent iron for prolyl-hydroxylation of the HIFs [14, 16, 38, 39]. Of note, during the disposal of ammonia by GS, cataplerotic reactions remove α-KG from the TCA cycle [32, 40], which may lead to disturbed TCA cycle and transient accumulations of TCA cycle intermediates that cause HIF-1α stabilization [36]. Thus, we speculate that the extent of the PHD-HIF functions may cover a broad range of changes in cellular metabolism. Interestingly, the HIF-1α expression levels under 1% O_2_ were higher than under NH_4_Cl and they were almost consistent in the presence or absence of NH_4_Cl under hypoxia (Figure 4D). It is suggested that the PHD-HIF axis may play a role in fine-tuning of cellular response during ammonia stress, which could result in divergent consequence compared to hypoxia. Importantly, we demonstrated that HIF-1α inhibits ammonia-induced apoptosis and promotes cell survival while cell proliferation is attenuated (Figure 3A, and 3E). Our study collectively supports the notion that the PHD-HIF axis orchestrates a dynamic cellular response to environmental stresses via regulating the fuel dependency, cellular proliferation and survival and that the role of HIF-1α in stress response against ammonia is not widely divergent from its roles in low oxygen conditions. HIF functions in cellular metabolism and their implications in cancer, however, remain complex. Therefore, further studies are needed to investigate the extent of HIF-mediated transcriptional regulations that contribute towards dynamic stress adaptation.

We report that GS has a pro-oncogenic activity and is highly expressed in the stem-like PEO1 cells as well as aggressive OVCs (Figure 4A, 4C, 4E, and 4F). In agreement with this, recent studies have reported that GS contributes to *de novo* biosynthesis of nucleotides and thus promotes tumor growth [21, 22]. While one study suggested that glioma cells express GS to produce glutamine from glutamate and ammonia, which in turn facilitates purine synthesis from glutamine during glutamine starvation, another team reported that GS is induced and thus nucleotide synthesis is stimulated by oncogenic Myc that is known to up-regulate glutaminolysis, suggesting paradoxical functions of Myc in glutamine metabolism. Likewise, our studies showed that in spite of its enzymatic activity in glutamine synthesis, GS has an important function in maintaining glutamine-dependent metabolism and thus driving the proliferative potential of the cancer stem-like cells (Figures 4E, 4F, 5B and 5D). The importance and implications of glutamine metabolism in cancer cell growth have long been known since the discovery that glutamine is an essential component for the growth of cancer cells in culture media [3]. While the enzymology of GS has been well determined, the dynamics of functional regulation of glutamine metabolism has yet to be elucidated. We hypothesize that in response to changes in ammonia levels in the cellular microenvironment, the regulatory mechanisms mediated by HIF-1α may dictate the direction of glutamine metabolism; glutaminolysis or glutamine synthesis. Indeed, we show that the glutamine dependency of CD90-expressing stem-like cells is inversely regulated by HIF-1α expression levels (Figure 5F). Collectively, our results suggest that the PHD-HIF-1α axis dynamically improves predominance of the energy source in the stem-like cells between glutamine and glucose under ammonia stress, which operates in favor of tumor development although the detailed mechanisms behind this pivot remain to be elucidated. Furthermore, we speculate that by targeting GS therapeutically, cancer cell metabolism may become more dependent on HIF-driven glycolysis with high ammonia levels thereby limiting the metabolic ‘plasticity’, providing the possible means of revealing the vulnerability of CSCs.

## MATERIALS AND METHODS

### Cell culture

A2780 (ECACC, Salisbury, UK), OV56 (ECACC), OVTOKO (JCRB Cell Bank, Ibaraki, Japan), OVISE (JCRB Cell Bank), OV-90 (ATCC, Manassas, VA), PA-1 (ATCC), PEO1 (CRT, Coralville, IA), SKOV3 (ATCC), TOV-112D (ATCC), TOV-21G (ATCC) and UBW1-289 (ATCC) cells were grown in RPMI-1640 media (Nacalai Tesque, Suita, Japan) containing 10% FBS (Serana, Pessin, Germany or Sigma, St. Louis, MO). CaOV-2, HEYA8, OVCAR-5, OVCA433 and OVCAR2 cells were obtained from SGOCL(43), an ovarian cancer cell line library [41] and also cultured in RPMI-1640 media. A498 cells were grown in DMEM media (Nacalai Tesque) containing 10% FBS and 2 mM Glutamax (Thermo Fisher, Waltham, MA). All cell lines used in this study are authenticated by the Centre for Translational Research and Diagnostics (CTRAD, Singapore) or certified by ATCC within 5 years. Mycoplasma test was routinely done during the period of research by using the MycoAlert Mycoplasma Detection Kit (Lonza, Basel, Switzerland). Cells were incubated in a Forma Steri-Cycle CO_2_ incubator (Thermo Fisher) at 37°C with 5% CO_2_ and ambient oxygen level (approximately 20.9% O_2_). Hypoxia treatment was performed in a Invivo2 hypoxia work station (Baker Ruskinn, Sanford, ME, USA) at 37°C under a 5% CO_2_, 1% O_2_ and N_2_-balanced atmosphere. For HIF-1α induction, cells were cultured with 10 mM NH_4_Cl (ammonium chloride, Sigma), 150 μM CoCl_2_ (cobalt(II) chloride hexahydrate, Sigma) or 10 μM MG132 (Z-Leu-Leu-Leu-al, Sigma). To test the involvement of NO or other species of reactive oxygen, 500 μM L-NAME (L-NG-Nitroarginine methyl ester, Sigma) or 25 U/mL SOD (superoxide dismutase, Sigma) was added in the growth media.

### RNAi knockdown and overexpression

For lentivirus productions, 293T cells were co-transfected with shRNA vectors or overexpression vectors with packaging vectors and incubated overnight. The transfection media was replaced with complete growth media (DMEM) and the resulting supernatant was collected 48 hours after changing media followed by filtration using 0.45 μm-pore syringe filter (Sartorius, Göttingen, Germany) and stored at −80°C. For infection, typically, 400, 000 cells were infected with 4 mL of the supernatant with polybrene (8 μg/mL, Sigma) for 4 hours. Puromycin (Sigma) was added at 2 ng/mL 48 hours after infection to establish stable cell lines. The vectors used were pLKO.1-based shRNAs against HIF1A #1 (TRCN0000003811, Sigma), HIF1A #2 (TRCN0000010819, Sigma), GLUL #1 (TRCN0000343992, Sigma) and GLUL #2 (TRCN0000344059, Sigma). To rescue the HIF-1α knockdown, Flag-HIF-1α was cloned into pCSII-CMV-MCS-IRES2-Venus vector (RIKEN, Tsukuba, Japan) and overexpressed using lentivirus system coupled with shRNA HIF1A #2 that targets 3′ UTR region. Human flag-tagged wild-type VHL gene was cloned into pCSII-CMV-MCS-IRES2-Venus vector and overexpressed in A498 cells to establish a stable cell line. For siRNA knockdown, Silencer^®^ Select siRNA-PDK1 (s10252, Thermo Fisher) was transfected with Lipofectamine^®^ RNAiMAX reagent (Thermo Fisher) according to the manufacture’s instruction. Briefly, 10 pmol of the reconstructed siRNA oligo was mixed with 3 μL of the transfection reagent and added onto CD90^+^ PEO1 cells with 100 μL Opti-MEM^®^ I reduced serum media in 12-well plate (Greiner bio-one, Kremsmünster, Austria) followed by 4 hours’ incubation. Cells were allowed to grow for 24 hours and used for subsequent experiments.

### Immunoblotting

Cells were harvested in M-PER reagent (Thermo Fisher) containing complete™ protease inhibitor, PhoSTOP phosphatase inhibitor (Roche, Basel, Switzerland) and PMSF (Sigma). Each 10 μL of denatured samples were separated on Mini-PROTEAN^®^ TGX™ Precast Gels (Bio-Rad, Hercules, CA, USA) and transferred to methanol-activated Hybond P membrane (GE Healthcare, Pittsburgh, PA, USA). Membranes were blocked with TBS-T buffer containing 5% skimmed milk followed by incubation with anti-GLUL (GS) (HPA007316, Sigma), anti-β-actin (A2228, Sigma), anti-α-tubulin (sc-23948, Santa Cruz, Dallas, TX), anti-HIF-1α (GTX127309, GeneTex, Irvine, CA), anti-HIF-2α (7096, Cell Signaling, Danvers, MA, USA), anti-hydroxy-HIF-1α (Pro564, OH-HIF) (3434P, Cell Signaling), anti-GLUT1 (ab15309, Abcam, Cambridge, UK) or anti-VHL (2738, Cell Signaling) antibodies. For multiple protein detection, a membrane was cut into two or three pieces with a good margin. The uncropped images of immunoblots were shown in Supplementary Figures 5 and 6. Bands from multiple blots in a single experiment were normalized by Ponceau-S staining.

### Soft agar assays

Trypsinized cells were resuspended in RPMI-1640 media without phenol red (#R8755, Sigma–Aldrich) containing 0.35% low-melt agarose (#1613111, Bio-Rad) and 10% FBS (Sigma). The cell suspension was plated on top of a 0.5% agarose base layer. The cells were allowed to grow in a Forma Steri-Cycle CO_2_ incubator (Thermo Fisher) CO_2_ incubator at 37°C with 5% CO_2_ for 3 weeks and stained with 0.05% crystal violet (Gentian Violet, ICM Pharma, Singapore). Images of colonies were acquired using a dissecting microscope (SZX-12, Olympus, Tokyo, Japan) and the colony numbers and sizes were quantitated using Image J software (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, imagej.nih.gov/ij/, 1997–2016).

### Fluorescence-activated cell sorting (FACS)

Cells were trypsinized and resuspended in HBSS containing 2% BSA followed by staining with anti-CD90-PE (#IM1840U, Beckman Coulter, Brea, CA, USA). Sytox-Blue (Thermo Fisher) was used for dead cell staining. Cells were sorted using the BD FACSAria or analyzed using the BD LSR II with the BD FACSDiva Software (BD Biosciences, San Jose, CA, USA).

### Apoptosis assays

To monitor the time-dependent progression of ammonia-induced apoptosis, the duplicate groups of NH_4_Cl-treated cells were allowed to grow in 6-well plates (Greiner Bio-One) with standard culture conditions for 0, 1, 3 or 5 days. To determine the rate of apoptosis, cells were trypsinized and stained with Annexin V, Alexa Fluor^®^ 647 conjugate and SYTOX^®^ Blue nucleic acid stain (Thermo Fisher). The percentage of apoptotic cells (Annexin V-positive and SYTOX blue-negative) and live cells (Annexin V-negative and SYTOX blue-negative) were determined by flow cytometry using the Cell Analyzer EC800 (SONY, Tokyo, Japan).

### Xenograft assays

For serial dilution xenograft studies, the indicated numbers of PEO1 CD90^+^ or CD90^−^ cells were injected subcutaneously into female immunodeficient mice (NOD/MrkBomTac-Prkdc^scid^, InVivos, Singapore) with 200 μl of 50% Matrigel (#354234, BD Biosciences) in HBSS. 8 weeks later, tumors were excised from euthanized mice. CD90^−^ and CD90^+^ PEO1 cells for intraperitoneal injection were infected with pLENTI-luciferase vector (addgene, Cambridge, MA, USA) and selected with puromycin. Luminescence signals from each 1 × 10^6^ cells were tested by adding luciferin substrate and confirmed equivalent. The luciferase-expressing cells were injected into the peritoneal cavities of female NOD/SCID mice. For imaging analysis, RediJect D-Luciferin Bioluminescent Substrate (PerkinElmer, Waltham, MA, USA) was injected into the peritoneal cavity of anesthetized mice at 150 mg/kg, followed by image acquisition using the IVIS Spectrum *In Vivo* Imaging System (PerkinElmer). Upon euthanasia, blood samples were obtained and tumor masses together with intact ovaries were excised. Blood samples were immediately centrifuged at 1,000 g for 10 min at 4°C and supernatants were taken as plasma samples. Tumor samples were homogenized using the Dounce tissue grinder (Sigma) and whole cell extracts were obtained in NP-40 lysis buffer (1% Nonidet P-40, 150 mM NaCl, 50 mM Tris-HCl, pH 7.5). NP-40-insoluble fractions were removed by centrifugation at 15,000 g for 10 min at 4°C. The animal protocol was reviewed and approved by The NUS Institutional Animal Care and Use Committee (reference: 2014-00592 (R14-592) and 045/10(A4)13).

### Metabolite assays

Ammonia or glutamine levels were determined using the Ammonia Colorimetric Assay Kit II (BioVision, Milpitas, CA, USA) according to each of the manufacturer’s protocol. Briefly, culture media or whole cell extracts were deproteinized by centrifugation at 10,000 rpm for 30 min in 10Kd Spin Columns (BioVision). A modified Berthelot assay was carried out and ammonia levels were quantified by colorimetry (OD 670 nm) using the Infinite 200 Pro plate reader (Tecan, Männedorf, Switzerland).

Cellular ATP level was measured by using ApoSENSOR ADP/ATP Ratio Bioluminescence Assay Kit (BioVision) according to the company protocol. Briefly, 3,000 cells were plated in 96-well plate in duplicate 1 day prior to analysis. ATP levels were analyzed as luminescence signal after 5 min incubation with ATP monitoring enzyme and nucleotide releasing buffer at room temperature.

### MTS assays

Cells were plated at initial seeding densities of 1,000/well for NH_4_Cl or 3,000/well for 2DG (2-deoxy-D-glucose, Sigma) treatment in each well of 96-well plates and incubated overnight. The next day, the cells were fed with fresh media with or without inhibitors. The CellTiter 96 AQueous One assay (G3581, Promega, Madison, WI, USA) was performed according to the manufacturer’s instructions for day 6 cells treated with NH_4_Cl or day 4 cells treated with 2DG. Treatments were compared to PBS or DMSO controls at 100% to determine the GI_50_ concentration that inhibits cell growth by 50%. To examine the effect on GI_50_ of NH_4_Cl, 400083 HIF-1 Inhibitor (Millipore, Billerica, MA, USA) was used. For all of the MTS assays, the mean ± s.e.m. of biological triplicates performed in technical duplicates (*n* = 6) and triplicates (*n* = 9) are shown.

### Nitric oxide detection

Each 10,000 cells were plated in 96-well clear bottom black polystyrene microplates and incubated in CO_2_ incubators with indicated levels of NH_4_Cl overnight. Fluorescent readings were acquired using the Tecan plate reader after incubations with HBSS containing DAF-2 DA (Diaminofluorescein-2 diacetate, Goryo chemical) for 30 min. Each triplicated experiment was repeated at 3 times to determine the mean ± s.e.m.

### Extracellular flux analyses

Glucose or glutamine dependency/flexibility was determined using the Seahorse XF Mito Fuel Flex test kit and a Seahorse XFe24 Flux Analyzer (Agilent, Santa Clara, CA, USA) according to the manufacturer’s protocols. Briefly, cells were plated at 70–80% confluency in Seahorse XF24 Cell Culture Microplates (Agilent) in triplicates with XF base medium (Agilent) containing 25 mM glucose (Sigma), 2 mM glutamine (Thermo Fisher) and 1 mM sodium pyruvate (Thermo Fisher). Three replicate oxygen consumption rate (OCR) measurements were acquired at baseline and six measurements were taken after the first injection of UK5099 (2 μM) or BPTES (3 μM) and second injections of etomoxir (4 μM) and BPTES or UK5099 for quantification of glucose or glutamine dependency, respectively. The values for glucose or glutamine dependency/flexibility were calculated from each average OCR values as described in the Seahorse user guide.

### Quantitative RT–PCR

Total RNA was extracted using the RNeasy mini kit (Qiagen, Hilden, Germany) and cDNA was synthesized from 1 μg of total RNA with random hexamers using the RevertAid First Strand cDNA Synthesis Kit (Thermo) according to the manufacturer’s instructions. Quantitative RT–PCR was performed using Kapa Sybr Fast qPCR (Kapa Biosystems, Wilmington, MA, USA) on the 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). PCR reactions were carried out in biological triplicates and technical triplicates (*n* = 9) and relative expression was calculated using the comparative CT method with 18S ribosomal RNA expression as the reference control. See Supplementary Materials for primer sequences.

### Microarray

For microarray expression profiling, total RNA from *n* = 5 biological replicates of CD90^−^/CD133^−^ and CD90^+^/CD133^−^ subpopulations of PEO1 cells was extracted and purified using the Absolutely RNA Nanoprep Kit (Agilent). Microarray hybridizations were carried out by the cDNA microarray service at the Centre for Translational Research and Diagnostics (CTRAD, Singapore) using GeneChip^®^ Human Genome U133 Plus 2.0 Arrays (Affymetrix, Santa Clara, CA, USA). The raw microarray data was normalized using the cross-correlation method (Chua *et al*., 2006) and differential gene expression was identified based on a minimum fold-change cutoff of at least 1.5 for the average of the CD90^+^/CD133^−^ subpopulation over the average of the CD90^−^/CD133^−^ controls. Normalized gene expression profiles were shown on a heatmap as fold-change for CD90^+^/CD133^−^ PEO1 cells over that of CD90^−^/CD133^−^ cells on a log2 scale. The microarray data was deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession number GSE107251.

### Clinical data analyses

The GS staining data in ovarian cancer patients were obtained from the Human Protein Atlas (www.proteinatlas.org, [42]). KM plotter (kmplot.com, [43]) for ovarian cancer, lung cancer and gastric cancer or REMBRANDT (betastasis.com, [44]) for glioma were used for generating Kaplan–Meier survival curves.

### Statistical analyses

Independent one-sample and two-sample *t*-tests were performed as indicated. One-way ANOVA was used to evaluate differences among multiple groups followed by the Tukey’s test.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Hypoxia-inducible factor-1α promotes cell survival during ammonia stress response in ovarian cancer stem-like cells
**Source:** Oncotarget. 2017 Dec 7;8(70):114481–94. doi: 10.18632/oncotarget.23010
**Supplement:** Supplementary file 1

## Hypoxia-inducible factor-1 $\alpha$ promotes cell survival during ammonia stress response in ovarian cancer stem-like cells

### SUPPLEMENTARY MATERIALS

#### Primer sequences

| Target gene |   | Sequence               |
|-------------|---|------------------------|
| PFKFB3      | F | GCGTCCCCACAAAAGTGTTTC  |
| PFKFB3      | R | CCGGACTTTCATGGCTTCCT   |
| B2M         | F | TGCTCGCGCTACTCTCTCTTT  |
| B2M         | R | TGTCGGATGGATGAAACCCAGA |

#### shRNA target sequences

| Target gene |    | Sequence                                                       | Region |
|-------------|----|----------------------------------------------------------------|--------|
| HIF1A       | #1 | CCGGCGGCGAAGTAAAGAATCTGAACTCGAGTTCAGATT<br>CTTTACTTCGCCGTTTTT  | CDS    |
| HIF1A       | #2 | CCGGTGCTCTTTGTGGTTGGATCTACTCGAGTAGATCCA<br>ACCACAAAGAGCATTTTT  | 3' UTR |
| GLUL        | #1 | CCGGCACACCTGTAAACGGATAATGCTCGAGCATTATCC<br>GTTTACAGGTGTGTTTTTG | CDS    |
| GLUL        | #2 | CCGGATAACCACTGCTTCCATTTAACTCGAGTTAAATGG<br>AAGCAGTGGTTATTTTTTG | 3' UTR |

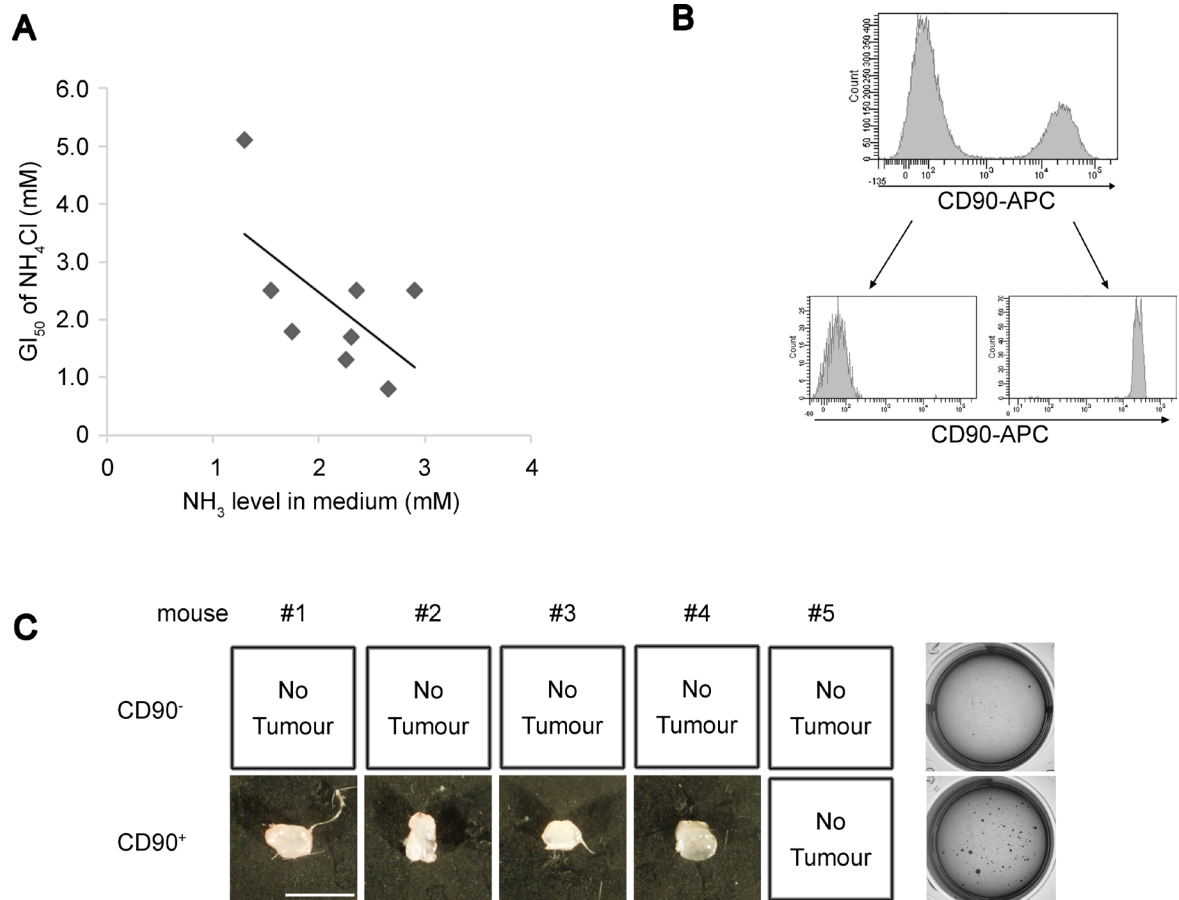

**Supplementary Figure 1:** (A) Correlation plot of the  $GI_{50}$  of  $NH_4Cl$  versus the ammonia levels in culture media. The original data were from Hassell *et al* [6]. (B) Outline of cell sorting to establish the PEO1 CD90<sup>+</sup>/CD90<sup>-</sup> system. APC-conjugated CD90 antibody was used for cell sorting. (C) Pictures of xenograft tumors from 5 mice (left panel, scale bar = 5 mm) and representative colony images in soft agar (lower panel, scale bar = 10 mm) of CD90<sup>-</sup> and CD90<sup>+</sup> PEO1 cells shown in Figure 1B.

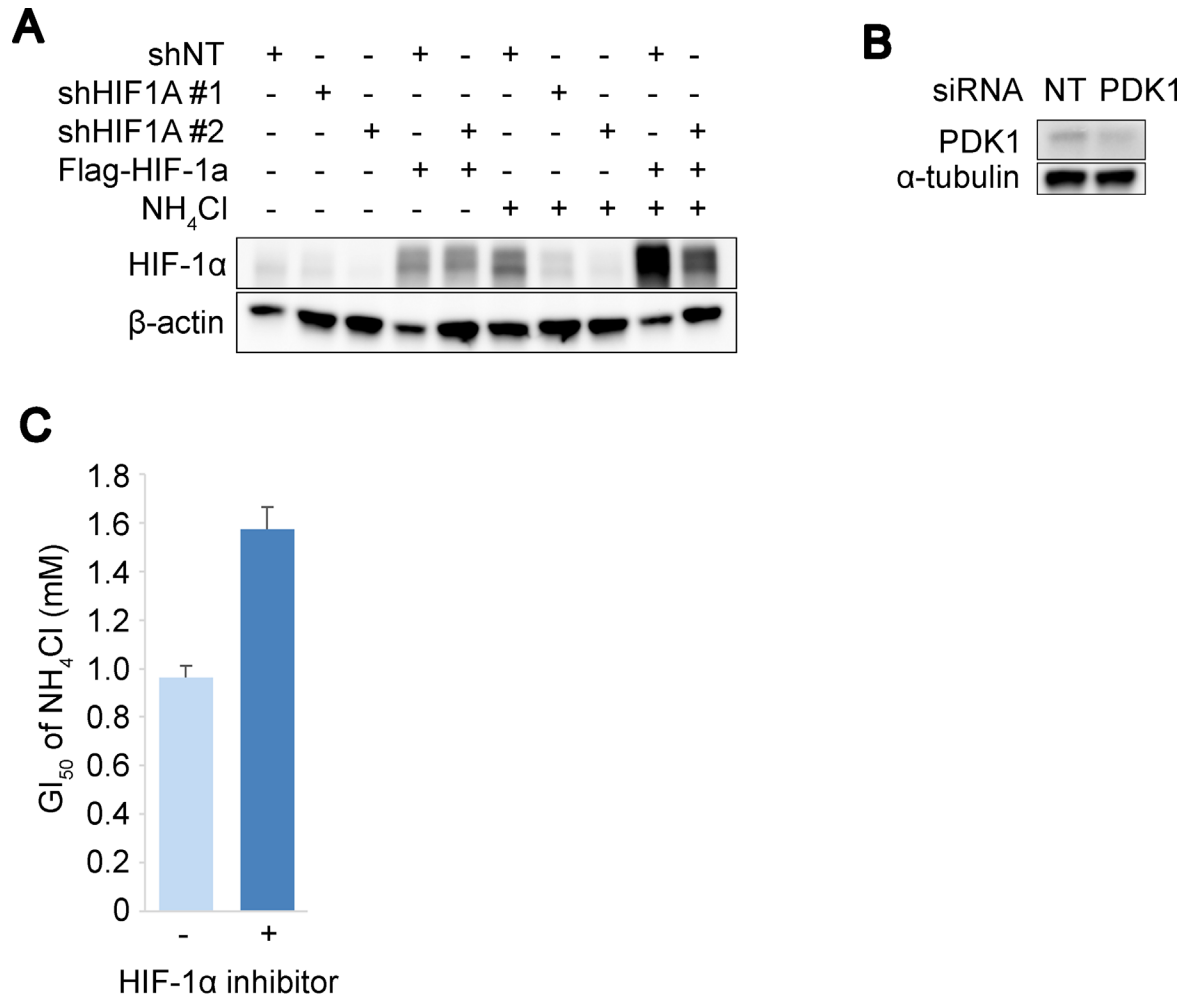

**Supplementary Figure 2:** (A) HIF-1α and β-actin expression levels in CD90<sup>+</sup> PEO1 cells with two independent *HIF1A* knockdown coupled with Flag-HIF-1α overexpression in the presence or absence of 10 mM NH<sub>4</sub>Cl as indicated. (B) Validation of PDK1 knockdown. PDK1 and α-tubulin expression levels in the presence or absence of siRNA-PDK1 in CD90<sup>+</sup> PEO1 cells. (C) Effect of 30 μM HIF-1α inhibitor 400083 on the GI<sub>50</sub> of NH<sub>4</sub>Cl was tested in CD90<sup>+</sup> PEO1 cells.

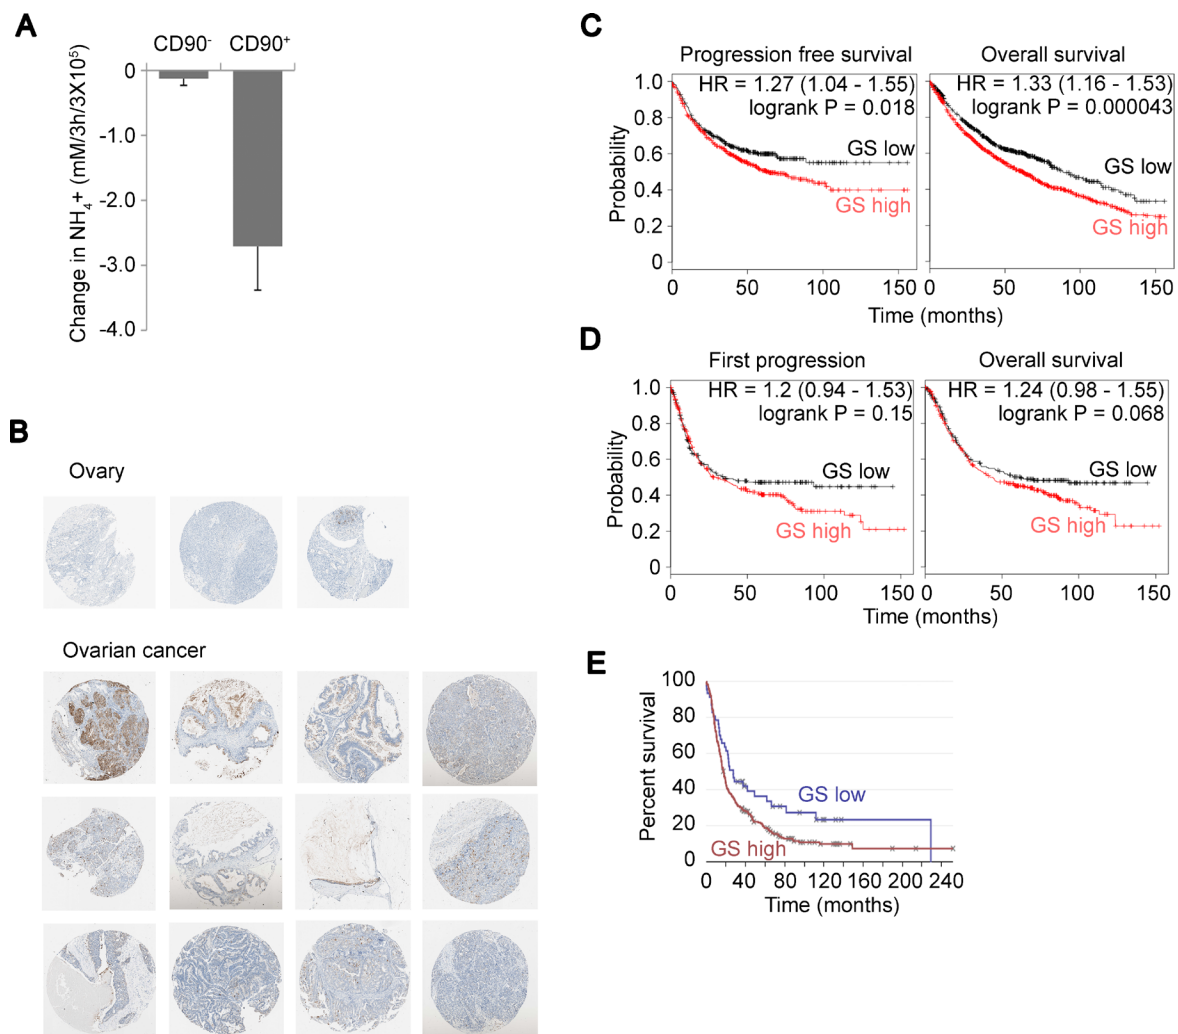

**Supplementary Figure 3:** (A) Changes in ammonia levels in CD90<sup>+</sup>/CD90<sup>-</sup> PEO1 cells 3 hours after loading of 10 mM of  $\text{NH}_4\text{Cl}$ . The ammonia levels were background subtracted using the cell-free control. (B) GS immunohistochemical staining images of normal ovary tissue (upper panel) and OVC tissue (lower panel) from The Human Protein Atlas ([www.proteinatlas.org/](http://www.proteinatlas.org/)). Scale bar = 500  $\mu\text{m}$ . (C–E) Kaplan-Meier plots of *GLUL* (GS) expression in patient tumors with each survival as indicated were generated using KM plotter (C, D) or REMBRANDT ([www.betastasis.com/glioma/rembrandt/](http://www.betastasis.com/glioma/rembrandt/)) (E).

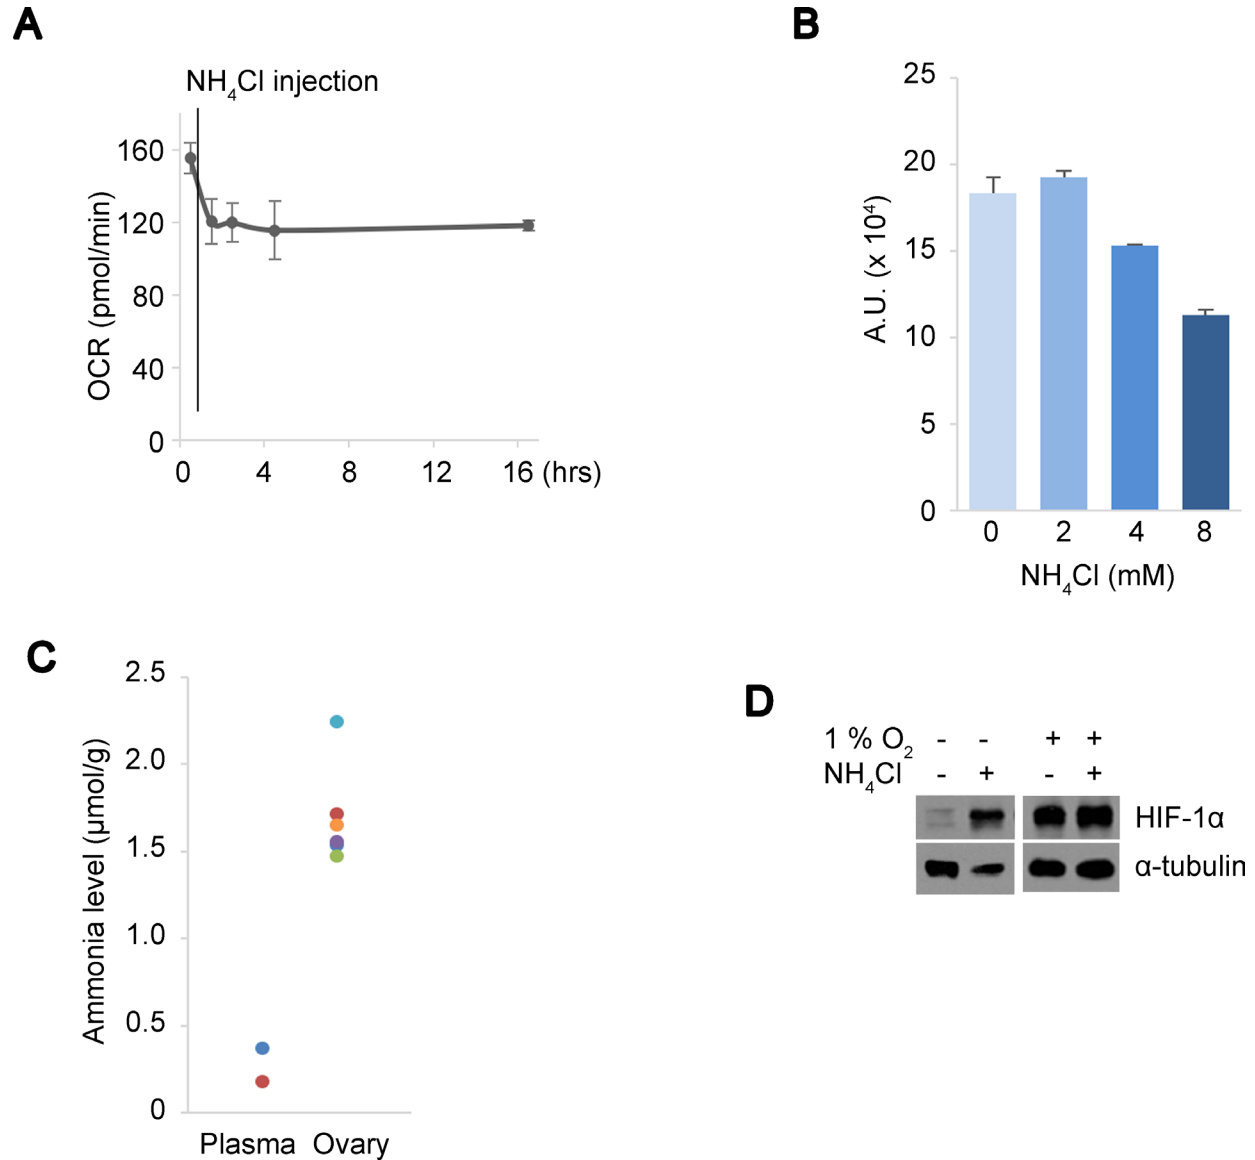

**Supplementary Figure 4:** (A) Kinetic oxygen consumption rate (OCR) was analyzed. PEO1 CD90<sup>+</sup> cells were subjected to 10 mM of NH<sub>4</sub>Cl treatment at the 20 min time point followed by monitoring for 16 hrs ( $n = 3$ ). (B) Cellular ATP level was determined. The data shows the mean of a duplicated experiments. Error bars indicate s.e.m. with  $^{**}P < 0.01$ ;  $^{***}P < 0.001$  (Student's  $t$ -test). (C) Chart showing ammonia levels in plasma ( $n = 2$ ) and normal ovary ( $n = 6$ ). (D) HIF-1 $\alpha$  protein expression was tested in the presence or absence of 10 mM NH<sub>4</sub>Cl under hypoxic (1% O<sub>2</sub>) or normoxic conditions.  $\alpha$ -tubulin shows protein loading.

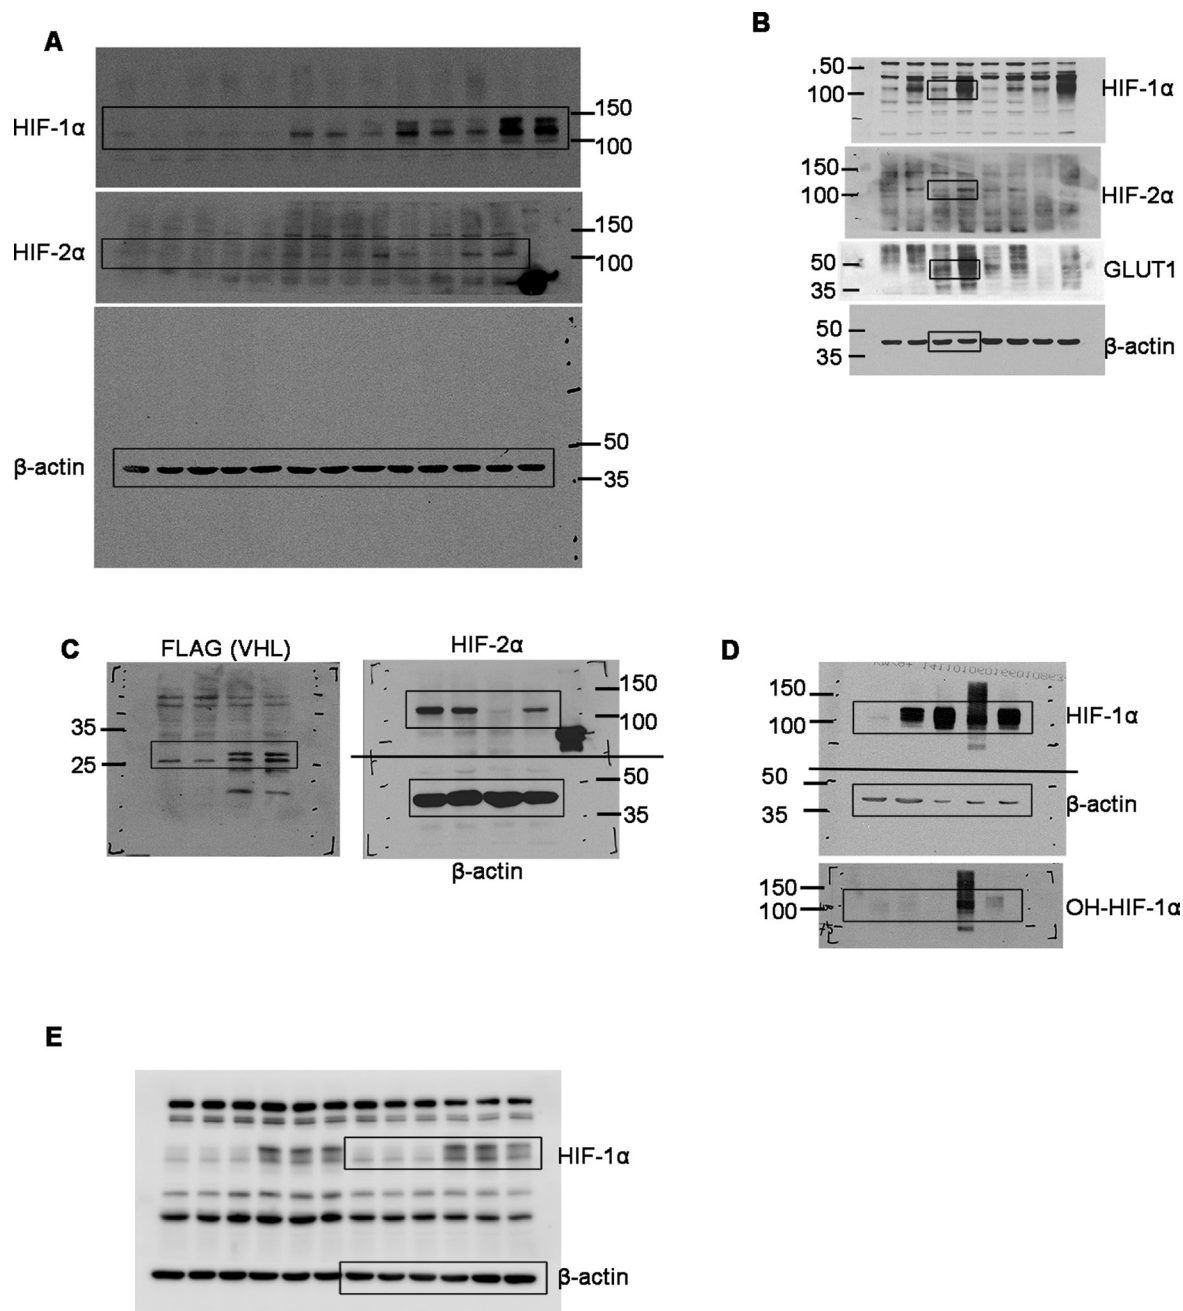

**Supplementary Figure 5: Uncropped images of immunoblots for main figures.** (A) HIF-1α (top), HIF-2α (middle) and β-actin (bottom) for Figure 2A. (B) HIF-1α, HIF-2α, GLUT1 and α-tubulin (from top to bottom) for Supplementary Figure 2C. (C) VHL (left panel), HIF-2α (top right) and β-actin (bottom right) for Figure 2E. (D) HIF-1α (top), β-actin (middle) and OH-HIF-1α (bottom) for Figure 2F. (E) HIF-1α (top) and β-actin (bottom) for Figure 2H. Black boxes highlight the lanes presented in the Figures. Sliced membranes are separated by empty space or a black line. Each molecular weight is indicated.

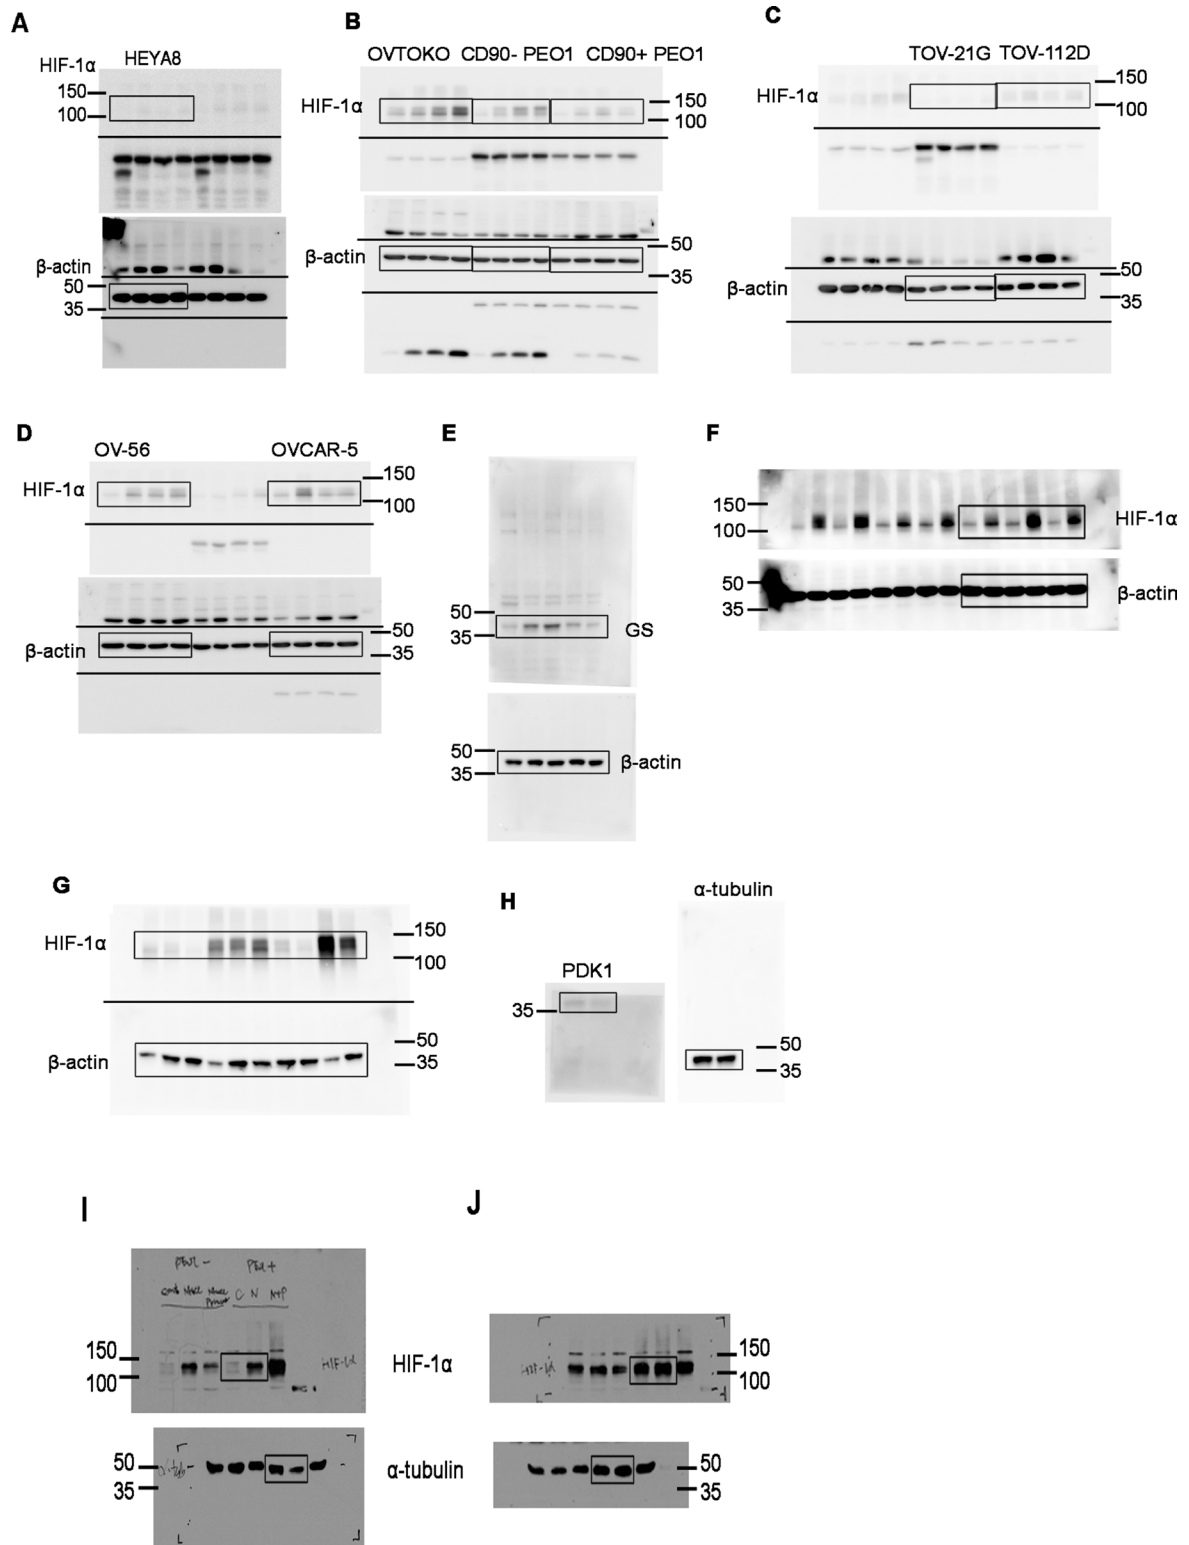

**Supplementary Figure 6: Continued uncropped blot images for main and supplementary figures.** (A, B, C, D) Original images for Figure 4A. Top panels show HIF-1α levels and bottom panels β-actin. Each cell line name is indicated (E) GS (top panel) and β-actin (bottom) levels for Figure 4C. (F) HIF-1α (top panel) and β-actin (bottom) levels for Figure 4D. (G) HIF-1α (top panel) and β-actin (bottom) for Supplementary Figure 2A. (H) PDK1 (left panel) and α-tubulin (bottom) for Supplementary Figure 2B. (I, J) HIF-1α (top) and α-tubulin (bottom) for Supplementary Figure 4D. Black boxes highlight the lanes presented in the figures. Sliced membranes are separated by empty space or a black line. Each molecular weight is indicated.

**Supplementary Table 1: Summary of the GI<sub>50</sub> of NH<sub>4</sub>Cl and the colony number in soft agar of 15 ovarian cancer cell lines corresponding with Figure 1A**

| #  | Cell line | colony # |       |       | ave   | NH4 GI50 |      |      | ave  |
|----|-----------|----------|-------|-------|-------|----------|------|------|------|
| 1  | PEO1      | 63.0     | 54.0  | 35.0  | 50.7  | 2.9      | 2.4  | 2.4  | 2.6  |
| 2  | SKOV3     | 114.0    | 87.7  | 111.6 | 104.4 | 5.7      | 5.9  | 10.0 | 7.2  |
| 3  | TOV-21G   | 136.5    | 163.0 | 217.0 | 172.2 | 8.5      | 5.1  | 8.3  | 7.3  |
| 4  | TOV-112D  | 100.0    | 253.0 | 121.5 | 158.2 | 8.6      | 8.7  | 7.1  | 8.1  |
| 5  | CaOV-2    | 98.5     | 86.6  | -     | 92.6  | 10.0     | 10.0 | 10.0 | 10.0 |
| 6  | OVTOKO    | 4.0      | 3.3   | 1.0   | 2.8   | 1.5      | 1.6  | 1.1  | 1.4  |
| 7  | OVISE     | 0.0      | 0.0   | 0.0   | 0.0   | 1.1      | 2.0  | 1.8  | 1.6  |
| 8  | OVCAR2    | 120.0    | 178.0 | 140.3 | 146.1 | 7.5      | 10.0 | 10.0 | 9.2  |
| 9  | HEYA8     | 90.0     | 43.0  | 80.0  | 71.0  | 10.0     | 10.0 | 10.0 | 10.0 |
| 10 | OV-90     | 47.0     | 31.0  | 42.0  | 40.0  | 5.9      | 5.6  | 6.3  | 5.9  |
| 11 | OV56      | 0.0      | 1.0   | 6.6   | 2.5   | 1.6      | 1.5  | 0.4  | 1.2  |
| 12 | OVCA433   | 0.0      | 0.0   | 0.0   | 0.0   | 1.6      | 2.0  | -    | 1.8  |
| 13 | OVCAR5    | 0.0      | 1.0   | 0.7   | 0.6   | 1.4      | 3.0  | 3.2  | 2.5  |
| 14 | A2780     | 28.3     | 27.0  | -     | 27.7  | 7.5      | 10.0 | 7.2  | 8.2  |
| 15 | UWB1.289  | 0.0      | 0.0   | 0.0   | 0.0   | 2.9      | 1.7  | -    | 2.3  |

How the deposited data were processed for this re-analysis (not part of the article)

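RNA was measured in 3 fractions sorted from the ovarian cancer cell line PEO1 (CD90-/CD133-, CD90+/CD133- and CD90+/CD133+), with 5 arrays per fraction. The methods describe 5 biological replicates for the first 2 fractions. The submitters' design text speaks of triplicates while 15 samples carry replicate numbers 1 to 5, and the numbers were used. The authors hybridized labelled RNA to whole-genome expression arrays and normalized the raw data by the cross-correlation method. The deposited values are linear intensities per probe set, with 5 as the lowest value on every array. The software that summarised the probes and the origin of that lowest value are not given in the sources used here. The paper calls a gene changed at 1.5-fold between group averages and names no test for the arrays.

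The authors' normalization was kept. Intensities under 16 were set to 16 and log2 was taken. Of 54675 probe sets, 41097 name 1 gene, 1801 name several and 11777 are not listed with a gene in the annotation used, which makes them unnamed here. After 62 control probe sets were set aside, 41091 probe sets gave 19775 genes. Gene numbers of 41037 of these probe sets were found in the RefSeq table of GRCh38.p14, and no symbol had to be changed. Genes with several probe sets (10523) were represented by the one with the highest mean over the arrays compared. The chromosome order of genes was taken from the same table, with no coordinates printed, since no build is named for the arrays.

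Each pair of fractions was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, Benjamini-Hochberg over all genes, adjusted p under 0.05), with only the arrays of the fractions compared. Data were simulated from the means and spreads of the comparison of CD90+/CD133- with CD90-/CD133- cells over 19775 genes, with 200 genes changed. There 71.8% of genes changed 2-fold and 95.2% of those changed 4-fold were recovered, and 6.24% of calls were false. The real comparison called 3751 genes, so these shares need not hold for it. The 30 gene lists were fixed before the data were examined, with 529 measured genes, and were tested with camera (preset correlation 0.01, and estimated) and fry. The Figure 4B table was set as a list beside them. After the data were seen, the adjustment over the 30 lists without that table was added, as was a test of each list without its members in the table, and the adjusted p of lists are those over the 30 unless said otherwise. A gene at the floor on all arrays of a fraction gives a bound, computed as the other fraction's mean over 16.

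The genes named are those of the Figure 4B table, the sort markers, up to 4 called genes of each list with the largest change, and per comparison the 10 largest rises and falls (5 each where CD90+/CD133+ cells are compared) among called genes that moved the same way in all 5 pairs of arrays. The fold changes printed in Figure 4B had been seen when this rule was set.

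Whether the replicate numbers pair the arrays was checked by correlating each array's deviations from its group mean. Same-numbered CD90+/CD133- and CD90-/CD133- arrays correlated at 0.70, 0.32, 0.14, 0.40 and 0.59 for replicates 1 to 5. The mean between different numbers was -0.09, and centring on the group mean by itself makes it negative where same-numbered arrays correlate. The highest correlation between different numbers was 0.17, above that of replicate 3. Each of 5 arrays, 1 per number, correlated best with its own number. The pairing comes from this check and from codes that the labels share within a number. Replicates 4 and 5 share a code, yet correlated at -0.13 and -0.08 across numbers. No 2 arrays held identical values, and the highest correlation between arrays was 0.997.

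Alternatives set before the data were examined were quantile normalization, median centring, the mean of probe sets, single probe sets, only the brighter genes by mean level, floors of 1 and 64, an intensity trend, all 3 groups in one fit, the replicate number or label code as a block, the arrays of the shared code alone, each array or replicate number left out, and the methods' t-test, which the statistics section names for the paper in general. For the fold count, the ratio of linear means, fold and test together and a 2-fold threshold were also run.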

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

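The comparisons and the outlier check were set before the data were examined. The tests of neighbouring genes were chosen only after the result was seen.

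The paper does not report on the CD90+/CD133+ arrays. Against CD90-/CD133- cells, 4018 genes differed there (1876 higher, 2142 lower), and against CD90+/CD133- cells 10 genes differed (3 higher, 7 lower). Among 100 of the 126 splits of the arrays into groups of 5, 1 split, the real one, called as many genes in each comparison, which excludes chance only where the arrays are taken as unpaired. With the pairs kept, the real split has 15 others that part all 5 pairs, too few for a share under 0.05. The real split of CD90+/CD133- and CD90-/CD133- arrays called 3751 genes and the highest other split 2. The 15 others that part all 5 pairs called at most 1 gene, and the remaining splits differ in placing some pairs on one side. For CD90+/CD133+ against CD90-/CD133- cells the highest other split called 1 gene, and for CD90+/CD133+ against CD90+/CD133- cells 2, with no gene called by the 15 others that part all pairs. The 10 calls fell to 0 with quantile normalization, floors of 1 and 64 and the intensity trend, and the replicate block kept 1 of them, so no statement rests on them.

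In 28 of 299 groups of 5 arrays, over 101 named genes, 1 array lay apart from the other 4 by the gap divided by the range. Chance gives this in about 5% of groups. Of 283 groups with no array at the floor of 16, it was 23. For FLG in CD90-/CD133- cells and EMX2 in CD90+/CD133- cells the other 4 arrays were all at the floor, which fixes the value at 1 and says nothing about the array. Replicate 5 was apart for SLC2A1 in all 3 fractions, as the lowest array (0.795 in CD90-/CD133-, 0.723 in CD90+/CD133- and 0.778 in CD90+/CD133+ cells). In CD90+/CD133- cells replicate 5 was the highest array for HKDC1 (0.752; intensity 725 against 44.3 to 88.5), SLC1A4 (0.840), RRAGC (0.865), ULK1 (0.716), VEGFA (0.740) and EMX2 (1), and the lowest for CCNE1 (0.714). It was the highest for SLC1A4 (0.777) and COL4A5 (0.867) in CD90+/CD133+ cells and the lowest for TWIST1 (0.761) in CD90-/CD133- cells. Replicate 1 was the lowest array for PIK3R3 (0.805), KLHL14 (0.824), RPS6KA3 (0.781) and SPARC (0.743) in CD90+/CD133- cells, for DDIT4 (0.782), KLHL14 (0.856), CDH6 (0.788), HS6ST2 (0.722) and SPARC (0.814) in CD90+/CD133+ cells and for MCM6 (0.765) in CD90-/CD133- cells, and the highest for PFKFB3 (0.864) in CD90+/CD133+ cells. Replicate 3 was the highest CD90-/CD133- array for KLHL14 (0.775) and FLG (1), replicate 4 the lowest CD90+/CD133+ array for VEGFA (0.837), and replicate 2 the lowest CD90+/CD133- array for DDAH1 (0.792).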

How the results depend on the processing

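GLUL, HIF1A and EPAS1 kept their direction under every alternative run, and their call under all but the arrays of the shared code, where 2 arrays per fraction gave log2 fold changes of 1.85, 1.43 and 2.50 that did not pass. That subset called 1 gene between CD90+/CD133- and CD90-/CD133- cells, 38 between CD90+/CD133+ and CD90-/CD133- cells and 0 between the CD90+ fractions. It called 0 genes of the Figure 4B table and, in either direction, 0 of glycolysis, glutamine metabolism and HIF factors. Between CD90+/CD133- and CD90-/CD133- cells, single probe sets gave 6058 calls, and leaving out arrays or numbers gave 2099 (without replicate 4) to 3856. Without replicate 2 it was 2178 and without replicate 3 2405. The 1.5-fold count was 4584 by single probe sets and 883 at 2-fold. For CD90+/CD133+ against CD90-/CD133- cells, single probe sets gave 6401, and leave-outs gave 2393 (without replicate 2) to 4117.
The 10 calls between the CD90+ fractions depend on the setting: quantile normalization, floors of 1 and 64, the intensity trend and the methods' t-test after Benjamini-Hochberg gave 0, the label code block 1, the brighter genes by mean level 3, single probe sets 41, all 3 groups in one fit 95, and leave-outs 0 to 25. The methods' t-test gave 2188 genes at its unadjusted threshold. For genes of glycolysis that were higher, the count was 9 in the brighter genes by mean level and with a floor of 1, 8 with all 3 groups and with the replicate block, 1 without the Figure 4B genes and 3 to 8 in leave-outs. Lower glycolysis genes numbered 8 by single probe sets, 7 with the replicate block and 0 to 4 in leave-outs. Higher genes of glutamine metabolism numbered 12 by single probe sets, 3 without the Figure 4B genes and 3 to 7 in leave-outs, and lower ones 1 in the brighter genes by mean level and with all 3 groups, and 0 to 1 in leave-outs. Higher HIF factors numbered 7 by single probe sets and 2 without the Figure 4B genes, and lower ones 1 with all 3 groups and with the replicate block, and 0 to 1 in leave-outs. By single probe sets 35 probe sets of the Figure 4B table were called. Fewer arrays or more features tested enter several of these settings, and otherwise the cause was not tested.
The replicate block called 5069 genes between CD90+/CD133- and CD90-/CD133- cells, 5578 between CD90+/CD133+ and CD90-/CD133- cells and 8 between the CD90+ fractions, of which 1 was among the 10. Among the listed genes it also ended, for example, the calls of IDH2, PRKAB1, ACACA, CAMKK1, AKT1, NAGS, AK4, TALDO1, SNAI1, ERG and TGFB3, and between the CD90+ fractions those of HAGLR, PYM1 and TOB1. Over 111 named genes and comparisons and 3104 alternative values, none changed sign, 444 lost and 43 gained a call. The intensity trend, both blocks and the t-test keep the fold change as it was and could not change a sign. The single probe set setting kept each gene's brightest probe set here. Probe sets of some named genes differ in sign, with log2 fold changes from -1.03 to 0.47 for NT5E, -0.38 to 1.92 for TGFBR2 and -0.62 to 0.19 for UQCRC2. A gene at the floor on all arrays under a floor of 64 gave no value. On each array 32.7% to 34.5% of probe sets lie under the floor, where changes cannot be measured.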

Differences from the paper's values

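With the processing used throughout, no value differed from the paper's by more than 1.5 times. The paper reports more than 3500 genes changed at 1.5-fold, and 2566 genes passed here. The count by single probe sets, 4584, is the setting above the paper's number. The ratio of linear means, quantile normalization, median centring, the brighter genes by mean level, a floor of 1 and both blocks also lie within 1.5 times of it, while fold and test together (2028), the mean of probe sets (1771), a floor of 64 (2039) and a 2-fold threshold (883) do not. For 20 of 26 genes the fold change, rounded to 1 decimal, matches the number printed in Figure 4B, and for all 26 some probe set of the gene lies within 0.05 of it.

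The paper states that genes of glycolysis were preferentially up-regulated in CD90+ cells. Over the list of 29 measured glycolysis genes, 4 were higher and 4 lower at an adjusted p under 0.05 from limma. The paper names no test for the arrays and calls genes at 1.5-fold. At that threshold no gene of the list was lower, with the lowest log2 fold change at -0.56. Those higher at it included SLC2A1, HK2, HKDC1, PFKP, PFKFB3, PDK4 and PGAM1. On the paper's own markers of glycolysis, all 7 were higher on average, of which PFKP, PFKFB3 and ENO2 passed the test. PFKP lost its call without any of 3 of the 5 replicate numbers. SLC2A1, HK2 and PDK4 passed with the replicate block. HKDC1 passed with median centring, the brighter genes by mean level, a floor of 1, all 3 groups in one fit, without CD90+/CD133- replicate 1 and without replicate 5. SLC2A1 also passed with the mean of probe sets, the brighter genes, a floor of 1, all 3 groups and without CD90+/CD133- replicate 5 or replicate 5, HK2 with the brighter genes, a floor of 1, the label code block and without CD90-/CD133- replicate 1 or replicate 1, and PDK4 with the label code block and without replicate 1.

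Outside glycolysis, SLC1A3 passed with median centring, the brighter genes, a floor of 1, the replicate block and without CD90+/CD133- replicate 1 or replicate 1. DDIT4 passed with both blocks and without CD90+/CD133- replicate 1 or replicate 1. ULK1 passed with median centring, the brighter genes, all 3 groups, both blocks and without replicate 5. RPS6KA5 and PRKAA2 passed with the mean of probe sets.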

Other observations

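The tests on neighbouring genes were chosen only after the pattern was seen.

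CD90+/CD133+ cells resembled CD90+/CD133- cells in their difference from CD90-/CD133- cells. The log2 fold changes of both against CD90-/CD133- cells correlated across genes at 0.925 (0.50 for simulated unchanged groups on the same controls; covariance 0.212 against 0.0123 simulated), at 0.771 with separate control arrays, and at 0.844 with no array and no replicate number shared. The simulation draws independent arrays and leaves out the pairs of replicate numbers. Of the calls, 1307 genes were higher in both and 1407 lower in both, against 170 and 213 for independent lists. Both comparisons share the CD90-/CD133- arrays, which independent lists do not allow for. The simulated unchanged groups on the same controls shared at most 0 calls in 20 draws. Groups with no change give few calls that could be shared, so this count cannot size the effect of the shared controls. PROM1 was highest in CD90+/CD133+ cells, with a log2 fold change of 5.36 over CD90-/CD133- cells (adjusted p = 7.13e-05 from limma) and of 4.38 over CD90+/CD133- cells (adjusted p = 0.071). The calls between the CD90+ fractions were small, led by FOXL2 (log2 fold change -0.83), HES7 (0.49), ZNF430 (-0.48) and SEC31A (-0.46), each at an adjusted p of 0.0427, and all 4 were lost with the replicate block. Of 25 cell cycle genes, 22 were higher in CD90+/CD133+ than in CD90+/CD133- cells, with a median log2 change of 0.34 and none called (adjusted p = 1.45e-04 by camera with the preset correlation, and adjusted p = 0.848 with an estimated correlation). Oxidative phosphorylation genes gave a median of 0.13 (adjusted p = 1.45e-04, and 0.798 with an estimated correlation), and genes of the unfolded protein response one of -0.29 (adjusted p = 0.0316, and 0.848 with an estimated correlation). For GAPDH the gap between 3' and 5' control probes averaged 0.0498 in CD90+/CD133+ and 0.186 in CD90+/CD133- cells. A 2-sided exact permutation test gave p = 0.0238 (0.0714 adjusted over 6 comparisons). For ACTB the gap averaged 1.70 and 2.46 (exact permutation p = 0.0952, 0.143 adjusted). Neither passed after adjustment, and the test took the arrays as unpaired. Whether RNA quality moved these lists was not tested.

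Between CD90+/CD133- and CD90-/CD133- cells, several other lists held changes in both directions. Of 21 genes of TGF-β and BMP signalling, 7 were higher and 6 lower, with TGFBR2 at a log2 fold change of 1.92 (its other probe set at -0.38) and BMP4 at 2.08 against BMP2 at -2.47 and INHBA at -1.83. Of 19 genes of Wnt signalling, 4 were higher and 3 lower, with the receptor FZD7 at 1.88 and the inhibitor SFRP1 at 1.44 against WNT5A at -1.67. Of 19 genes of the TCA cycle, 5 were higher and 4 lower, with IDH3G at 0.94 and SDHC at -1.09. Of 24 genes of oxidative phosphorylation, 3 were higher and 8 lower, among them ATP5F1C at 0.52 and ATP5F1A at -0.71. Of 26 HIF targets outside glycolysis, 6 were higher and 1 lower (8 and 2 with the replicate block), with VEGFA at 1.61 and P4HA1 at 0.82 against ADM at -1.22, whose call ended without any of 6 of the 10 arrays left out singly (camera adjusted p = 0.18). No gene passed among 19 interferon-stimulated genes (median -0.55), 15 genes of the unfolded protein response and 17 cytokine genes at an adjusted p under 0.05 from limma. With the replicate block, 7 interferon-stimulated genes were lower (camera adjusted p = 0.0099 with the block, 0.27 without it and 0.971 with an estimated correlation), and 3 cytokine genes were higher and 1 lower. Of 21 epithelial markers, 3 were higher and 3 lower (4 and 5 with the replicate block), of which CLDN3 was higher (1.29) and KRT8 lower (-0.98).

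Genes that lie beside each other on a chromosome shifted together. Changes here are measured from the median of all expressed genes (-0.03). In windows of 30 neighbouring expressed genes, 46 of 334 windows had a median change past 0.371, the bound from 1000 permutations of gene order, and adjacent windows correlated at 0.665, against 0.0794 for the 95th percentile of permuted order. On chromosome 10, 10 of 13 windows were past the bound and 81.2% of genes were higher (median 0.46), the window from SETD1B to GTF2H3 on chromosome 12 had a median of 1.36 and the window from BIVM to CHAMP1 on chromosome 13 one of -0.95. A loess trend of the change on intensity reached at most 0.00967 in these windows, and contrasts within a fraction put at most 2 windows past the bound, which argues against an intensity bias of the normalization and against variation between replicate cultures. All 46 windows moved the same way in CD90+/CD133+ cells, and window medians of the 2 fractions correlated at 0.919 with separate control arrays and at 0.935 with no array and no replicate number shared. A candidate explanation is a copy number difference between CD90+ and CD90- cells of the line, which DNA was not measured to test, and regulation shared by neighbouring genes stays open.

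The genes of the Figure 4B table were set beside their 30 nearest expressed neighbours, both measured from the median of all expressed genes (-0.03). GLUL exceeded the neighbours' median by 0.92, HIF1A by 1.11 and EPAS1 by 2.33. With the neighbours' median taken off on each array and limma run over 9991 genes, 16 of 26 genes were still higher at an adjusted p under 0.05 (20 with the replicate block). The study chose these genes for their rise on the same arrays, but EPAS1, HIF1A, ENO2, PIK3CD, PRKAG2 and RRAGD also passed Bonferroni over all 9991. This argues against a shift of the neighbourhood as the whole cause of the rise in all genes of the table. With the replicate block 4 more exceeded their neighbours. These were RRAGC (log2 excess 0.59, adjusted p = 0.0141) and DDIT4 (0.69, adjusted p = 0.00907). PDK4 (1.02, adjusted p = 1.99e-04) and HKDC1 (1.79, adjusted p = 0.0156) were the others. The standard errors with the block were 0.156 for RRAGC, 0.167 for DDIT4, 0.122 for PDK4 and 0.489 for HKDC1. The study chose these 4 for their rise on the same arrays. In the fit without the block none passed Bonferroni or an adjusted p under 0.05. Replicate 5 was the highest CD90+/CD133- array for RRAGC and HKDC1, apart from the others. With the pairs kept, the excess of these 4 argues against a shift of the neighbourhood as the whole cause of their rise. For the 6 that passed in neither fit it stays open, GLUD1 (0.03), PFKP (0.09), CAMKK2 (0.16), RHEB (0.14), RPS6KA5 (0.10) and ULK1 (-0.29), of which ULK1 lay below its neighbours with the block (adjusted p = 0.0326). The neighbours' mean shift of 0.277 lay at the 100th percentile of 10000 draws of all expressed genes, and at the 32.4th percentile of draws of other genes that rose 1.5-fold, whose mean was 0.309. A share of the neighbourhood in the rise of these genes therefore stays open.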
